# Acinar to β-like cell conversion through inhibition of focal adhesion kinase

**DOI:** 10.1038/s41467-024-47972-4

**Published:** 2024-05-03

**Authors:** Shakti Dahiya, Mohamed Saleh, Uylissa A. Rodriguez, Dhivyaa Rajasundaram, Jorge R. Arbujas, Arian Hajihassani, Kaiyuan Yang, Anuradha Sehrawat, Ranjeet Kalsi, Shiho Yoshida, Krishna Prasadan, Heiko Lickert, Jing Hu, Jon D. Piganelli, George K. Gittes, Farzad Esni

**Keywords:** Homeostasis, Reprogramming, Regeneration

## Abstract

Insufficient functional β-cell mass causes diabetes; however, an effective cell replacement therapy for curing diabetes is currently not available. Reprogramming of acinar cells toward functional insulin-producing cells would offer an abundant and autologous source of insulin-producing cells. Our lineage tracing studies along with transcriptomic characterization demonstrate that treatment of adult mice with a small molecule that specifically inhibits kinase activity of focal adhesion kinase results in trans-differentiation of a subset of peri-islet acinar cells into insulin producing β-like cells. The acinar-derived insulin-producing cells infiltrate the pre-existing endocrine islets, partially restore β-cell mass, and significantly improve glucose homeostasis in diabetic mice. These findings provide evidence that inhibition of the kinase activity of focal adhesion kinase can convert acinar cells into insulin-producing cells and could offer a promising strategy for treating diabetes.

## Abstract (web summary)

A cure for diabetes could entail an effective cell replacement therapy through generation of new insulinproducing cells. In this study, we show that inhibition of focal adhesion kinase activity results in transdifferentiation of a subset of peri-islet acinar cells into functional insulin producing β-like cells.

## Introduction

When β-cell depletion outpaces β-cell generation, the overall number of insulin-producing cells decreases, and a shortage of insulin becomes evident. The generation of insulin-producing cells to compensate for their absolute or relative shortage in type 1 (T1D) and type 2 (T2D) diabetes is an appropriate therapeutic strategy. Thus, a cure for diabetes should entail replacement of insulin-producing β-cells. One approach is islet transplantation, a technique that during the past four decades has evolved into a routine clinical procedure with predictable efficacy for selected T1D patients^1^. In addition to islet transplantation, there have been tremendous efforts throughout the years to generate new β-cells either through proliferation of pre-existing β-cells^2–4^ or by neogenesis using different sources such as embryonic stem cells^5^, duct cells^6–11^, non-β-cells residing in the endocrine islets^12–15^. Another potential treatment for this disease would be the direct conversion of pancreatic acinar cells into β-cells in sufficient numbers to restore and maintain normal concentrations of glucose in the blood. Human and rodent acinar cells can be induced in vitro to express insulin through viral-mediated expression of MAPK and STAT3^16^. Furthermore, transduction of mouse acinar cells in vivo with vectors encoding three transcription factors that are necessary for β-cell development can induce conversion of acinar cells to functional β-cells^17–19^. However, the long-term persistence of acinar-derived β-like cells requires reprogramming of a significant number of acinar cells^18^. Thus, the key to successful reprogramming would be to create a large number of newly formed β-like cells, which would enable them to form islet structures and their own niche environment^18^.

Focal adhesion kinase (FAK) is a cytoplasmic non-receptor tyrosine kinase, which is involved in mediating integrin signaling^20–22^. Cell surface integrins engage with the extracellular matrix and recruit FAK to form dynamic structures known as focal adhesions^23^. In the developing mouse pancreas, FAK activity plays a pivotal role in the branching of the epithelium, as well as specification of lineages^24,25^. In a recent report, we demonstrated that FAK controls the onset of pancreatic lineage commitment by preventing recruitment of the endothelial cells to the pancreatic epithelium^26^. Here, we provide evidence that treatment of adult mice with a compound that specifically inhibits kinase activity of phospho-FAK (pFAK) results in a remarkable trans-differentiation of a subset of peri-islet acinar cells into insulin-producing β-like cells. More importantly, the acinar-derived insulin-producing cells infiltrate the pre-existing endocrine islets and ameliorate blood glucose in diabetic mice.

## Results

### Inhibition of FAK leads to acinar lineage conversion to insulin-producing cells

We have previously reported that while conditional deletion of *Ptk2* (the gene encoding FAK) during pancreatic development in PdxCre;*Fak* ^*fl/fl*^ mice caused delayed acinar differentiation, the pancreas of the postnatal heterozygous littermates contained cells co-expressing insulin and amylase^26^. *Pdx1* is one of the earliest markers for pancreatic lineage, thus the appearance of these insulin^+^/amylase^+^ cells in 1-month-old PdxCre;*Fak* ^*fl/wt*^ pancreas could be due to abnormal pancreatic development in the mutant embryos. Alternatively, these insulin^+^/amylase^+^ cells could be cells in transition during either β-cell to acinar or acinar to β-cell conversion. To discriminate between these possibilities, we first treated 8-week-old wild-type C57BL/6 mice with the FAK inhibitor PF562271 (FAKi), which specifically inhibits pFAK kinase activity^27–30^. The mice received FAKi treatment (50 mg/kg) or vehicle via oral gavage twice a day for 3 weeks. The regiment used in our study was based on a phase I trial in cancer patients as well as previous studies in mice^29,30^. The mice were euthanized immediately following the 3 weeks treatment. Serum amylase and lipase, glucose tolerance and body weights were not different between the FAKi-treated and vehicle-treated cohorts (Fig. 1a–e). The pancreas of FAKi-treated mice displayed overall normal histology.

**Fig. 1:**
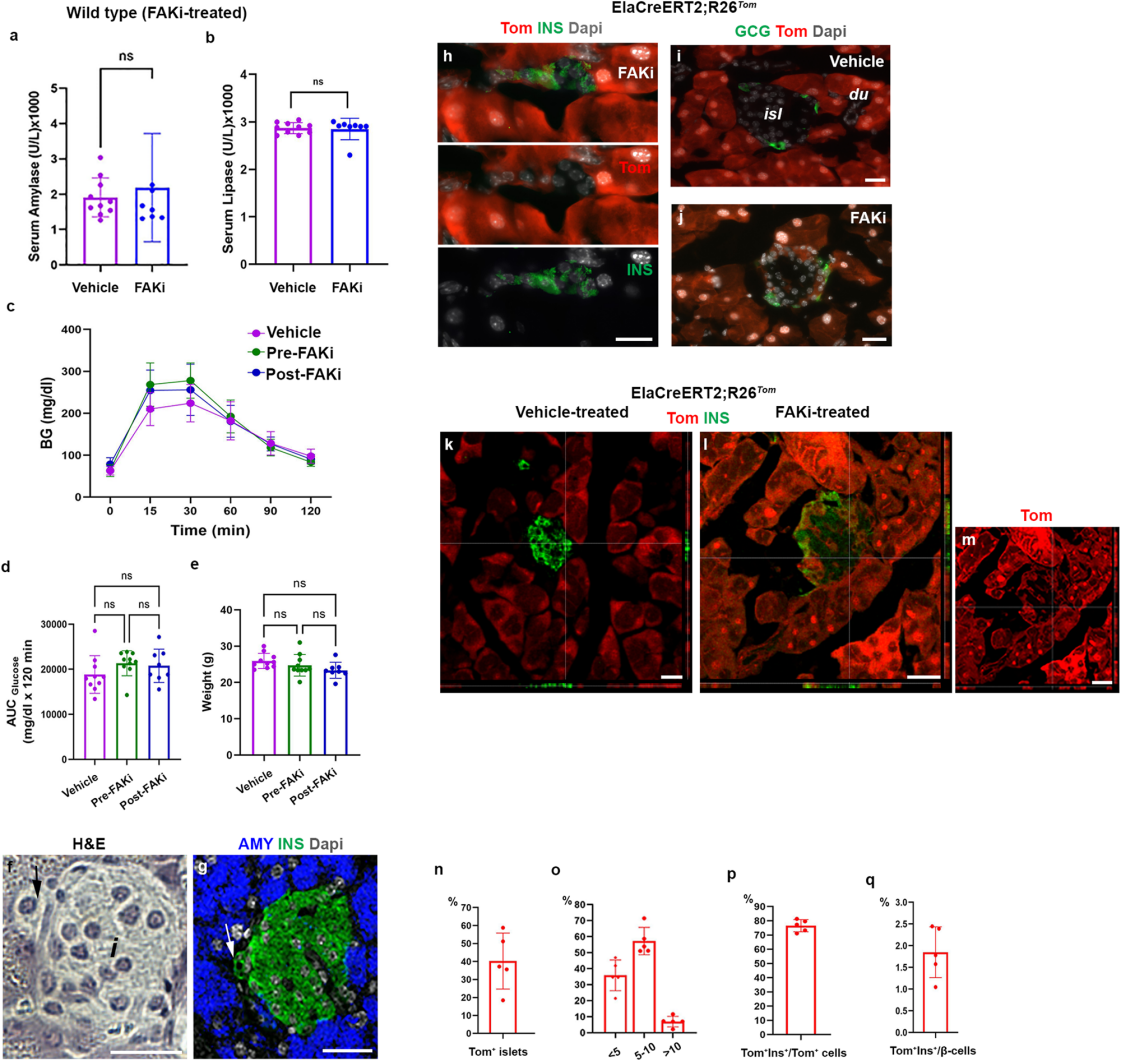
Inhibition of FAK leads to acinar lineage conversion to insulin-producing cells. **a**, **b** Measurement of serum amylase (**a**), or serum lipase (**b**) in vehicle-treated (*n* = 8) or FAKi-treated mice (*n* = 7 in **a**, and *n* = 8 in **b**). **c**–**e** Graphs showing glucose tolerance test (*n* = 10 for Vehicle, 10 for Pre-FAKi, and 8 for Post-FAKi group) (**c**), area under the curve (AUC) analysis for the IPGTT (**d**), or body weight of the mice at the time of the IPGTT (**e**). **f**, **g** H&E (**f**) and the corresponding immunostaining for detection of insulin and amylase on samples obtained from FAKi-treated mice showing a single insulin^+^ cell adjacent to an islet (arrows in **f** and **g**). *n* = 5 mice. **h** Imaging of tamoxifen-induced ElaCreERT2,R26^*Tom*^ mice treated with FAKi showing Tom^+^/insulin^+^ cells outside the endocrine islets. *n* = 5 mice from 3 independent experiments. **i**, **j** Fluorescent imaging of tamoxifen-induced ElaCreERT2,R26^*Tom*^ mice treated with vehicle (**i**) or FAKi (**j**) for detection of tomato and glucagon showing Tom^+^/Gcg^-^ cells within the islets. *n* = 5 mice from 3 independent experiments. **k**–**m** Confocal imaging of tamoxifen-induced ElaCreERT2,R26^*Tom*^ mice treated with vehicle (**k**) or FAKi (**l**, **m**) for detection of Tomato and insulin showing Tom^+^/insulin^+^ cells within islets. *n* = 5 mice from 3 independent experiments. **n**–**q** Quantification of tomato-labeled (Tom^+^) cells infiltrating the endocrine islets at the end of FAKi treatment. The percentage of islets infiltrated by Tom^+^ cells (**n**). The percentage of islets containing, less than 5 Tom^+^ cells, 5–10 Tom^+^ cells or more than 10 Tom^+^ cells per islet (**o**). The percentage of insulin-producing cells among the intra-islet Tom^+^ cells (**p**). The contribution of acinar-derived insulin-producing cells to the total β-cell population (**q**). *n* = 5 mice. Statistical analysis was performed using unpaired, two-tailed t-test in (**a**, **b**) and one-way ANOVA in (**d**, **e**). Data is presented as mean ± SD. *isl*: islet, *du*: duct. Scale bar = 20 μm. Source data are provided as a Source data file.

However, upon closer examination, we could occasionally find cells co-expressing insulin and amylase in the FAKi-treated pancreas (Supplementary Fig. 1a). These insulin^+^/amylase^+^ cells, which resembled those found in the PdxCre;*Fak*^*fl/wt*^ pancreas^26^ displayed relatively lower levels of insulin and amylase compared to the regular acinar or β-cells (Supplementary Fig. 1b–d). Anecdotally, we could also detect few single endocrine cells adjacent to islets (Fig. 1f). Presence of peri-insular endocrine cells was determined by immunostaining of insulin (Fig. 1g). The normal serum pancreatic enzymes, glucose tolerance test and overall pancreas histology suggest that FAKi treatment does not have any adverse effects on the exocrine enzyme secretion nor endocrine function of the pancreas.

To determine whether chemical inhibition of FAK could convert acinar cells into insulin-producing cells, we next employed ElaCreERT2;R26^*Tom*^ mice (Ela^*Tom*^ mice), which uses the elastase promoter to target Cre-recombinase expression to pancreatic acinar cells^7,31,32^. Tamoxifen treatment leads to tomato-red expression in essentially all acinar cells in the Ela^*Tom*^ mice. Hence, the presence of tomato-labeled non-acinar cells would imply that these cells originated from pre-existing labeled acinar cells. In this study, 6-week-old Ela^*Tom*^ mice received tamoxifen via gavage feeding. At 8 weeks of age, these mice were then treated with FAKi or vehicle for 3 weeks, in conjunction with BrdU administration via drinking water. Finally, mice were sacrificed 2 weeks after cessation of the FAKi treatment. Unlike the vehicle-treated cohort, in the FAKi-treated Ela^*Tom*^ mice we could occasionally find Tom^+^/Ins^+^ cells outside the islets (Fig. 1h and Supplementary Fig. 2a–d). These Tom^+^/Ins^+^ cells could be found in larger (Fig. 1h and Supplementary Fig. 2a, b) or smaller clusters (Supplementary Fig. 2c) or as single cells (Supplementary Fig. 2d). These Tom^+^/Ins^+^ cells displayed different degrees of maturation, as evident by differences in detectable GLUT2 (Supplementary Fig. 2a), a marker for β-cell maturation^33^. Moreover, amylase expression was lost in the Tom^+^/Ins^+^ cells (Supplementary Fig. 2a–d), which is consistent with the notion that lineage conversion requires cells to initially lose their identity before acquiring the new one. The presence of Tom^+^/Ins^+^ cells in the FAKi-treated mice shows a progenitor-progeny relationship between the acinar cells and insulin-producing cells.

### Acinar-derived insulin-producing (ADIP) cells infiltrate pre-existing endocrine islets

In line with previous reports^7,31^, tamoxifen-treatment in the control Ela^*Tom*^ mice led to tomato expression in the acinar cells, whereas endocrine and duct cells were negative for tomato-labeled cells (Fig. 1i, k). However, in the FAKi-treated mice, we could find Tom^+^ cells in 40.2% ± 15.6 of endocrine islets (Fig. 1j, l–n). Among islets containing Tom^+^ cells, 35.8% ± 9.6 had less than 5 Tom^+^ cells, 57.2% ± 8.5 had 5–10 Tom^+^ cells and 6.9% ± 3.3 contained more than 10 Tom^+^ cells per islet (Fig. 1o). While we could not find any Tom^+^/Gcg^+^ cells in the FAKi-treated Ela^*Tom*^ mice (Fig. 1j), 76.5% ± 4.3 of Tom^+^ cells found in islets were insulin^+^ (Fig. 1p). In total, the intra-islet ADIP cells contributed to 1.85% ± 0.6 of all β-cells in the FAKi-treated mice (Fig. 1q).

Similar to the Tom^+^/Ins^+^ cells detected outside the islets, the Tom^+^/Ins^+^ cells within the islets did not express amylase (Fig. 2a). However, unlike their extra-islet counterparts where GLUT2 displayed a heterogenous expression (Supplementary Fig. 2a), the intra-islet Tom^+^/Ins^+^ cells were all positive for GLUT2 (Fig. 2b), indicating that the intra-islet ADIP cells are likely more mature than extra-islet ADIP cells. Along with GLUT2, we could find other bona fide β-cell markers such as PDX1 (Fig. 2c), and NKX6.1 in ADIP cells (Fig. 2d–f and Supplementary Fig. 2e). Consistent with our quantification analysis (Fig. 1p), confocal immunofluorescence imaging further revealed that the intra-islet Tom^+^ population was not homogenous, but rather consisted of cells at different stages in the transformation process of acinar into insulin-producing cells (Fig. 2d–f). Accordingly, we could find Tom^+^/Nkx6.1^−^/Ins^-^ cells (Fig. 2d) Tom^+^/Nkx6.1^+^/Ins^+^ cells (Fig. 2e) and Tom^+^/Nkx6.1^+^/Ins^-^ cells (Fig. 2f) embedded within the same islet. Notably, none of the intra-islet Tom^+^ cells displayed BrdU incorporation (Fig. 2g), suggesting that this phenomenon relies primarily on acinar conversion rather than proliferation of ADIP cells.

**Fig. 2:**
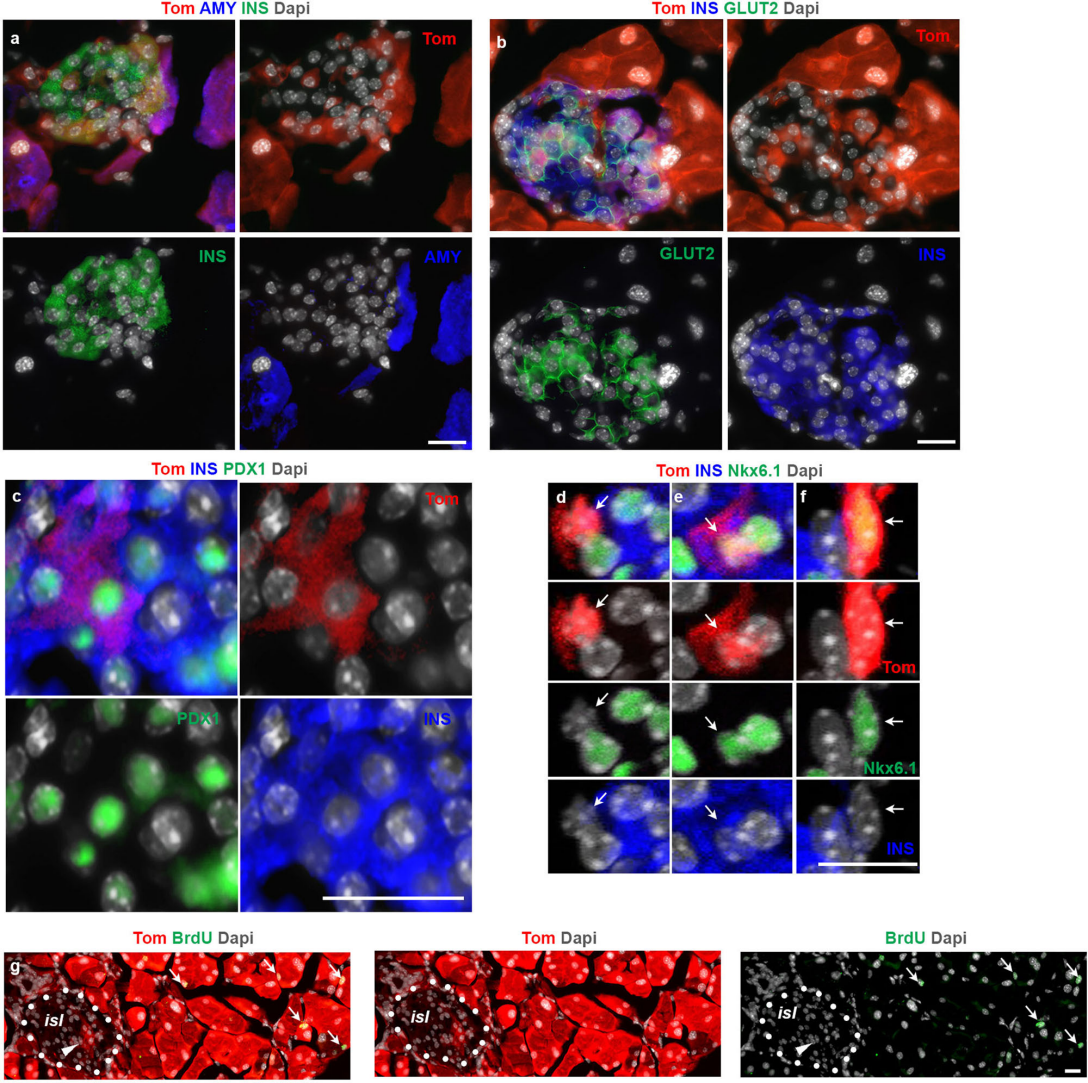
Acinar-derived insulin-producing (ADIP) cells infiltrate pre-existing endocrine islets. **a**–**f** Imaging of tamoxifen-induced ElaCreERT2,R26^*Tom*^ mice treated with FAKi showing Tom^+^/insulin^+^ cells within the endocrine islets. *n* = 5 mice from 3 independent experiments. Fluorescent imaging of Tomato in conjunction with insulin and amylase (**a**), insulin and GLUT2 (**b**), insulin, and PDX1 showing islet infiltrated with three Tom^+^ cells (**c**). Confocal fluorescent imaging of Tomato in conjunction with insulin and Nkx6.1 (**d**–**f**). **d**–**f** Higher magnification of three Tom^+^ cells shown in (Supplementary Fig. 2e). Arrows highlight a Tom^+^/Nkx6.1^-^/Ins^-^ cell (**d**), a Tom^+^/Nkx6.1^+^/Ins^+^ cell (**e**) and a Tom^+^/Nkx6.1^+^/Ins^-^ cell (**f**). **g** Fluorescent imaging of Tomato in conjunction with BrdU on tissues obtained from tamoxifen-induced ElaCreERT2,R26^*Tom*^ mice treated with FAKi showing the absence of proliferation among Tom^+^ cells within the endocrine islets. Dotted line mark and islet. Arrowheads in (**g**) highlight Tom^+^ cells inside the islet. Arrows in (**g**) show BrdU^+^ acinar cells. *isl*: islet. Scale bar = 20 μm. *n* = 5 mice from 3 independent experiments.

Together, our lineage-tracing data clearly shows that specific inactivation of FAK kinase activity converts acinar cells into insulin-expressing cells. Noteworthy, these cells can either form clusters outside the islets or infiltrate pre-existing endocrine islets.

### ADIP cells partially improve blood glucose in diabetic mice

FAKi-induced conversion of acinar cells into insulin-producing cells is indeed a remarkable finding. However, there is no translational benefit if these cells are not functional. If being integrated into pre-existing islets would be a key element for ADIP cells to be functional, then near-total ablation of β-cells with high dose streptozotocin (STZ) would most likely undermine the ability of ADIP cells to infiltrate the islets and restore normoglycemia. Therefore, to achieve partial β-cell ablation, we treated 10-week-old wild-type CD1 female mice with low dose (40 mg/kg) STZ. While this approach resulted in elevated random blood glucose (BG) within a week in all treated mice, only 50% developed hyperglycemia in the following weeks (Supplementary Fig. 3a). Noteworthy, mice that maintained normoglycemia never displayed BG above 300 mg/dl (Supplementary Fig. 3f–j, green line) and those who reached 300 mg/dl did not show any signs of recovery (Supplementary Fig. 3b–e, k, red line). Thus, in this cohort, a BG of 300 mg/dl appears to be a critical threshold for further progression to diabetes.

To test whether FAKi treatment would improve or reverse hyperglycemia, we next treated 10-week-old CD1 female mice with low-dose STZ. Mice that reached a random BG of 300 mg/dl were either treated with 50 mg/kg FAKi twice daily for 3 weeks (Fig. 3a, blue line) or vehicle (Fig. 3a, red line). Mice that did not reach the 300 mg/dl BG threshold were left untreated (Fig. 3a, green line). As demonstrated in Fig. 3a, FAKi treatment led to partial improvement of the hyperglycemia (Fig. 3a, blue line and Supplementary Fig. 4a). Interestingly, one week into FAKi-treatment the random BG dropped sharply below 300 mg/dl in 20% (2/10) of mice (Supplementary Fig. 4b, c). In addition, 70% (7/10) showed a gradual decrease below 300 mg/dl post-FAKi treatment (Supplementary Fig. 4d–j), whereas 10% (1/10) did not respond and progressed to diabetes (Supplementary Fig. 4k). Importantly, mice that recovered (9/10) showed BG values below 300 mg/dl for the remainder of the study (1 month after FAKi-treatment cessation), at which time the mice were sacrificed. These data indicate that maintaining blood glucose does not rely on continuous FAKi-treatment.

**Fig. 3:**
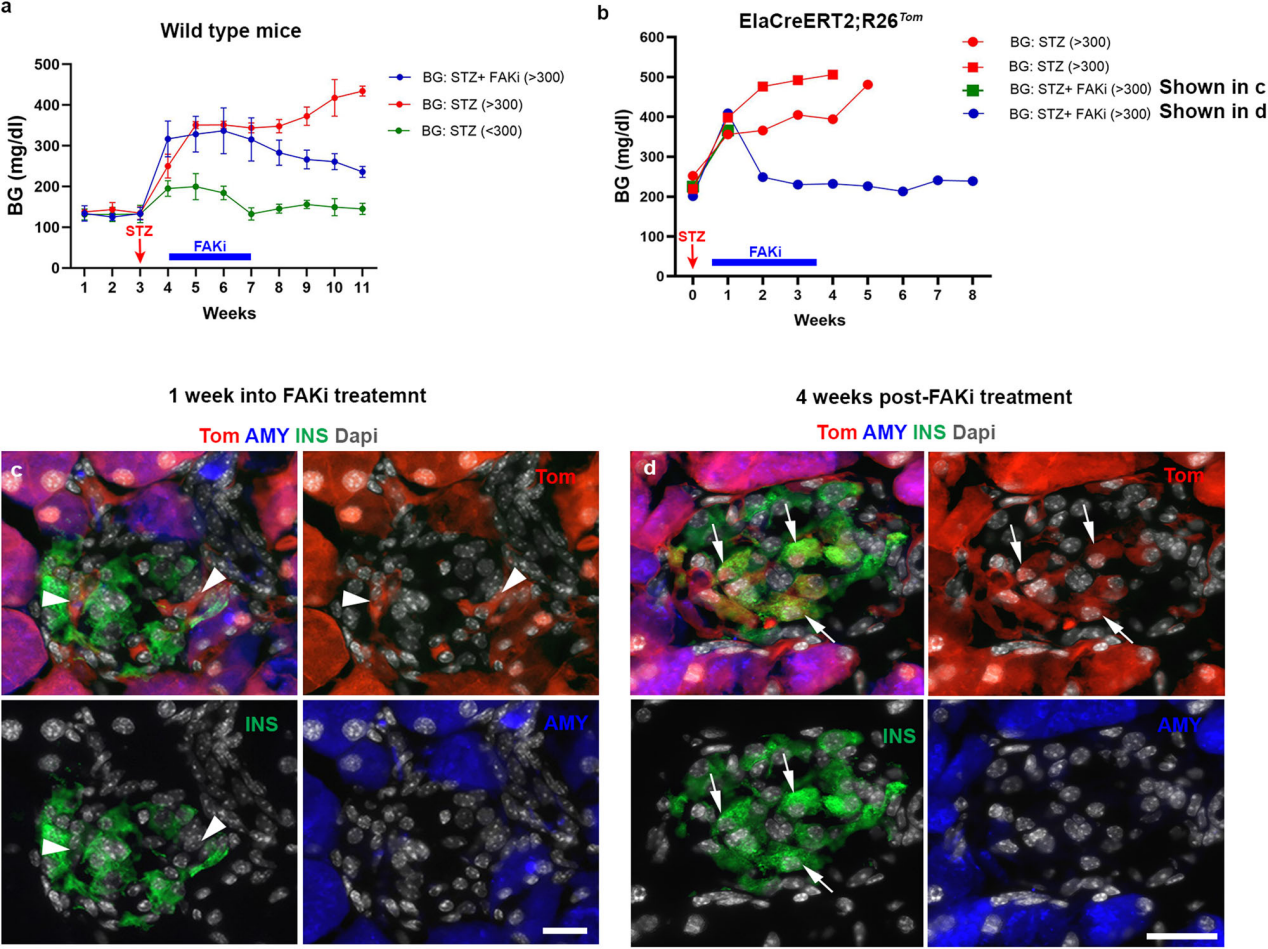
ADIP cells ameliorate blood glucose homeostasis in mice following low dose streptozotocin treatment. **a** Graph showing average weekly blood glucose (BG) measurements in wild-type mice treated with low-dose STZ. (green line, BG < 300, *n* = 5), (red line, BG > 300, *n* = 5), and (blue line, FAKi treated BG > 300, *n* = 10). **b** Graph showing average weekly blood glucose measurements in ElaCreERT2;R26^*Tom*^ mice treated with low dose STZ, which reached 300 mg/dl (*n* = 4) showing that mice that received vehicle (*n* = 2) did not recover (red lines). Among FAKi-treated mice (*n* = 2), one was euthanized a week into treatment (green line, corresponding to **c**), whereas the other mouse showed improved BG values and was euthanized 4 weeks post-FAKi treatment (blue line, corresponding to **d**). **c**, **d** Fluorescent imaging of Tomato in conjunction with insulin and amylase on tissues obtained from ElaCreERT2,R26^Tom^ mice treated with low dose STZ (*n* = 4) followed by FAKi or vehicle (*n* = 2 per group). Mice were euthanized either 1 week into FAKi treatment (**c**), (*n* = 1), or 4 weeks after FAKi treatment cessation (**d**), (*n* = 1). Random blood glucose was checked daily at the same time to calculate the average weekly BG in (**a**, **b**). Arrowheads in (**c**) and arrows in (**d**) show Tom^+^/Ins^-^ or Tom^+^/Ins^+^ cells, respectively. Data in (**a**) is presented as mean ± SD. Scale bar = 20 μm. Source data are provided as a Source data file.

To confirm that the observed improvement of hyperglycemia in diabetic mice is the result of acinar cell conversion (ADIP cells), we studied the effect of FAKi treatment on diabetic Ela^*Tom*^ mice. Here, low-dose STZ-treated Ela^*Tom*^ mice were given FAKi or vehicle once BG reached 300 mg/dl. In line with our previous results in wild-type mice treated with low dose STZ (Fig. 3a), we observed improved BG values following FAKi-treatment, whereas the vehicle-treated mice remained hyperglycemic (Fig. 3b). The mice were then euthanized either 1 week into FAKi treatment (early group) (Fig. 3c) or 4 weeks after treatment cessation (late group) (Fig. 3d). Similar to the non-diabetic FAKi-treated mice (Fig. 2a), in both cohorts the intra-islet Tom^+^ cells had lost amylase expression and could be detected among pre-existing β-cells that had survived the STZ-treatment (Fig. 3c, d). However, while the Tom^+^ cells in the early cohort did not express insulin (Fig. 3c), the Tom^+^ cells in the late cohort displayed a mixture of insulin^+^ and insulin^-^ cells, suggesting a progressive transition of acinar cells into insulin-producing cells (Fig. 3d). The appearance of Tom^+^/Ins^+^ cells post-FAKi treatment (Fig. 3d) is consistent with the observed improvement in hyperglycemia in diabetic mice treated with FAKi (Fig. 3a and Supplementary Fig. 4).

To study the effect of FAKi treatment following near total ablation of β-cells, 10-week-old CD1 female mice were treated with high dose STZ (150 mg/kg), or saline. Once the STZ-treated mice developed hyperglycemia (BG > 300 mg/dl), insulin pellets were implanted subcutaneously as a bridge to maintain a reasonable BG in these mice. Then, the mice from both groups were subjected to either FAKi treatment or vehicle for 3 weeks (Fig. 4a).

**Fig. 4:**
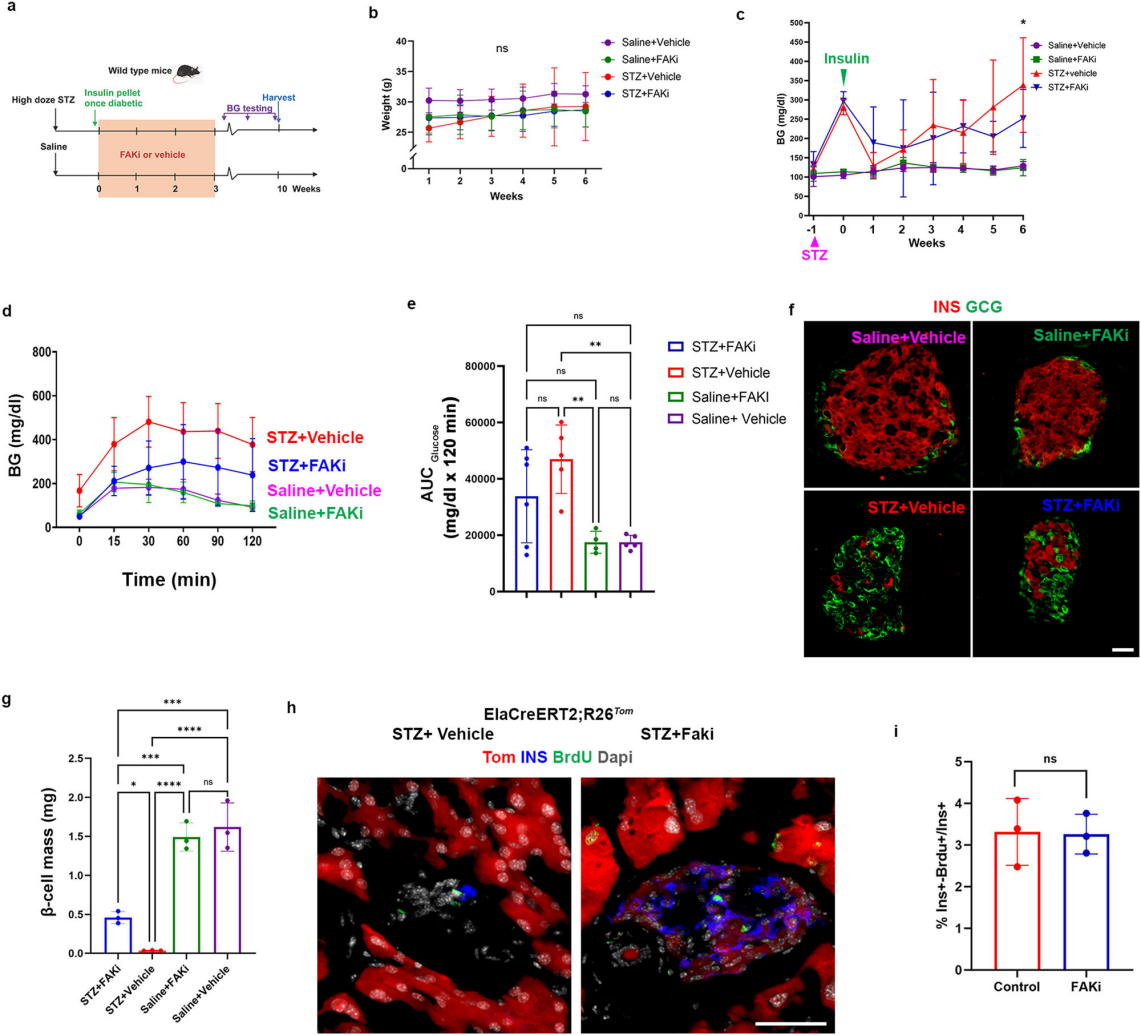
FAKi treatment leads to partial improved blood glucose homeostasis and increased β-cell mass in mice following near total ablation of β-cells. **a** A schematic representation of high-dose STZ-induced diabetes and FAKi treatment in wild-type mice. **b**, **c** Weekly measurements of the body weight (**b**) or the average random BG (**c**) in the 4 cohorts, *p ≤ 0.05 refers to multiple comparison between STZ+vehicle or STZ+FAKi treated mice. Random blood glucose was checked daily at the same time to calculate the average weekly BG in (**c**). The timepoints for STZ treatment or insulin pellet insertion are indicated by pink (STZ) or green (insulin) arrowheads in (**c**). **d**, **e** Graph for glucose tolerance test (**d**) and area under the curve (**e**) performed on the four indicated cohorts (*n* = 6 for STZ+FAKi), 5 for STZ+Vehicle, 4 for Saline+FAKi, and 5 for Saline+Vehicle group). **f** Immunofluorescent imaging for detection of insulin and glucagon of representative islets obtained from the indicated cohorts (*n* = 3 per group). **g** β-cell mass quantification in the indicated cohorts (*n* = 3 per group). **h** Immunofluorescent imaging for detection of Tomato, insulin and BrdU in STZ+vehicle or STZ+FAKi ElaCreERT2,R26^*Tom*^ treated mice showed no differences in proliferation between the cohorts (*n* = 3 per group). **i** Quantification of ins^+^/BrdU^+^ cells in ElaCreERT2,R26^*Tom*^ mice treated with STZ+vehicle or STZ+FAKi (*n* = 3 per group). Data is presented as mean ± SD. Statistical analysis was performed using two-way ANOVA (**b**, **c**), one-way ANOVA in (**e**, **g**) followed by Holm-Sidak for multiple comparisons, and unpaired two-tailed t-test (**i**). *p ≤ 0.05, ***p ≤ 0.001, ****p ≤ 0.0001. Scale bar = 20 μm. Source data are provided as a Source data file.

To evaluate the effect of FAKi treatment on glucose homeostasis, the weight of the mice was monitored on a weekly basis (Fig. 2b). In addition, daily random blood glucose measurements were performed after the initiation of the FAKi/vehicle treatment (Fig. 4c). The insulin pellets started to dissolve 5 weeks after implantation (Fig. 4c). All cohorts were subjected to an intraperitoneal glucose tolerance test (IPGTT) 4 weeks after the cessation of the FAKi treatment (7 weeks post-STZ). Consistent with our previous results (Fig. 1), FAKi treatment in non-diabetic mice did not have any substantial effects on the blood glucose, GTT or β-cell mass (Fig. 4d–g). The STZ+FAKi-treated mice showed lower BG compared to the STZ+vehicle-treated mice at 6 weeks but had higher BG than the saline+vehicle-treated control cohort (Fig. 4c). Furthermore, the STZ+FAKi-treated mice showed partially improved glucose tolerance compared with the STZ+vehicle cohort (Fig. 4d, e). Accordingly, immunofluorescence analysis showed that the STZ+FAKi-treated animals regained approximately 30% of their original β-cell mass compared to the saline+vehicle or saline +FAKi cohorts (Fig. 4f, g). The ki67 staining revealed that the few proliferating insulin^+^ cells (Supplementary Fig. 5) could not account for the observed increased β-cell mass in the STZ+FAKi-treated mice. To determine whether the partial β-cell mass recovery was due to higher proliferation rate among ADIP cells during FAKi treatment, diabetic Ela^*Tom*^ mice (high dose STZ) were then treated with FAKi or vehicle for 3 weeks, during which they were given BrdU via drinking water. The mice were sacrificed immediately after cessation of the FAKi treatment. The subsequent BrdU analyses showed no difference in proliferation between the two cohorts (Fig. 4h, i).

These data collectively indicate that FAKi treatment could partially restore β-cell mass and reverse hyperglycemia in mice treated with high dose STZ. This partial recovery does not rely on proliferation of ADIP cells but is rather the result of higher conversion rate of acinar cells into insulin-producing cells. Furthermore, it shows that ADIP cells are attracted to the islets even in the absence of β-cells.

### Pharmacological inhibition of FAK in a diabetic non-human primate (NHP)

The effect of FAKi on mouse acinar cells encouraged us to further investigate the potential translational benefits of FAKi for diabetes treatment. In an exploratory study we investigated the effect of FAKi on a STZ-induced diabetic NHP. To induce diabetes, the NHPs are injected with a single dose of 50 mg/kg STZ. Once random blood glucose reaches 300 mg/dl, the NHPs are managed with multiple daily injection insulin therapy (a basal and a bolus insulin). Administration of exogenous insulin allows STZ-treated NHPs to maintain BG mostly between 60 and 200 mg/dl. The blood glucose and insulin dose generally take ~1 month to stabilize. Therefore, further interventions are typically planned for after this initial month.

In our study, four diabetic Cynomolgus macaques (males and females), which were part of an unrelated study conducted at our NHP facility, were used as non-FAKi treated cohort. These animals were between 4 and 6 years of age and weighed 4.5–7 kg. We monitored the daily BG and insulin intakes of these four diabetic animals for up to 3 months after STZ treatment. During this period, the exogenous insulin requirements of these diabetic NHPs ranged between 5 and 20 units per day (Fig. 5a, red line and Supplementary Fig. 6a). Next, we studied the FAK inhibitor in an experimental animal. To do so, FAKi treatment was initiated in a diabetic Cynomolgus macaques (male), approximately 5 weeks after the STZ administration, when the BG and insulin dose were stabilized (Fig. 5a, blue line and Supplementary Fig. 6b). The exogenous insulin requirements of this diabetic animal fluctuated between 5 to 20 units per day in the weeks before and after FAKi treatment. However, approximately 6 weeks after FAKi cessation, a stable near 60% reduction of exogenous insulin requirements was observed (Fig. 5a and Supplementary Fig. 6b). The reduced insulin requirement in the FAKi-treated diabetic NHP sustained without additional treatments until the animal was euthanized 4 months later (Fig. 5a and Supplementary Fig. 6b). Of note, the NHP maintained the same weight throughout the study (Fig. 5b). In the normal pancreas, islets composed of α- and β-cells were easily detected (Fig. 5c and Supplementary Fig. 7a). STZ treatment led to near complete ablation of β-cells (Fig. 5d and Supplementary Fig. 7b), However, in accordance with the reduced exogenous insulin requirements, we could find clusters of β-cells in the diabetic NHP that had been treated with FAKi (Fig. 5e and Supplementary Fig. 7c–e). Quantification of β-cell area from the head, the body and the tail of the pancreas revealed a significant increase in the β-cell area in the STZ+FAKi-treated NHP compared to the diabetic control NHP (Fig. 5f).

**Fig. 5:**
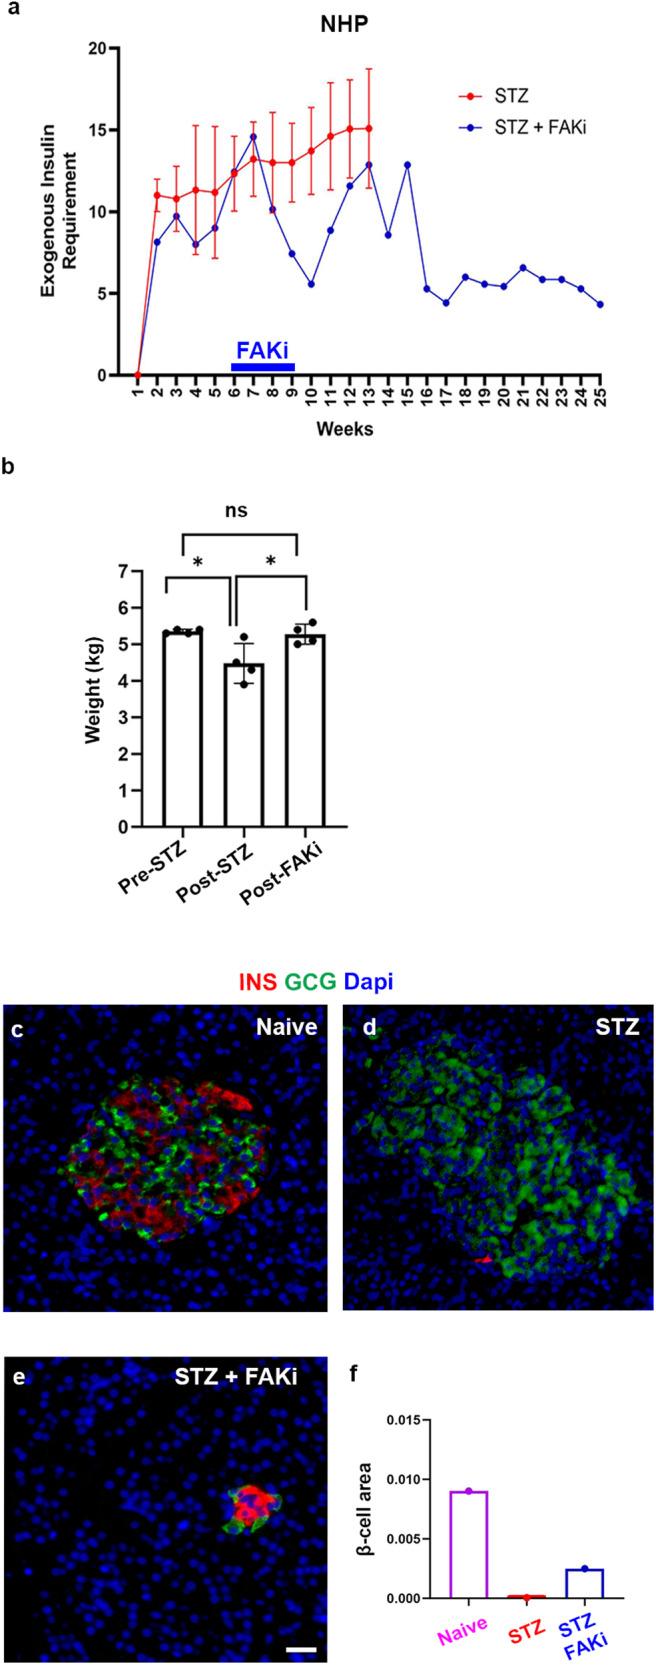
FAKi treatment ameliorates blood glucose homeostasis in a diabetic NHP. **a** Graph showing the average total weekly exogenous insulin requirements based on daily measurements in NHPs treated with STZ (*n* = 4) or STZ followed by FAKi treatment (*n* = 1). The blue bar on the x-axis denotes the period of FAKi treatment. **b** Graph showing the average weight of the FAKi-treated diabetic NHP (*n* = 1), at different occasions during indicated timepoints, including Pre-STZ treatment, Post-STZ treatment, and Post-FAKi treatment. **c**–**e** Immunofluorescent imaging for detection of insulin and glucagon of representative islets obtained from the indicated cohorts (*n* = 1 per group). **f** β-cell area quantification in the indicated cohorts. *n* = 1 NHP in each cohort. Data is presented as mean ± SD. Statistical analysis was performed using one-way ANOVA followed by Holm-Sidak test for multiple comparisons in (**b**). Scale bar = 20 μm. Source data are provided as a Source data file.

Unlike rodents, α- and β-cells are found intermixed in the human and NHP islets. However, endocrine clusters in both developing and postnatal human pancreas (up to 6 months of age) display an architecture commonly observed in the rodent islets^34^. Notably, in the STZ+FAKi-treated NHP pancreas we could find clusters of insulin-expressing cells that were surrounded by α-cells, resembling the rodent islets (Fig. 5e). This observation would further support the concept that these are newly formed islet-like structures. Together, these findings warrant more rigorous and in-depth studies to determine whether FAKi treatment would lead to β-cell neogenesis in NHPs.

### Transcriptomic analysis of FAKi-treated pancreatic endocrine islets

Our lineage tracing studies establish a progenitor-progeny relationship between acinar cells and the ADIP cells. 

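Islets handpicked from vehicle-treated and FAKi-treated mice were analysed by droplet-based scRNA-seq, with 1 library per condition and islets from 5 mice pooled in each. FAKi (PF562271) was given at 50 mg/kg, 2 doses a day for 3 weeks, and islets were taken 10 days after the last dose. The 8 deposited samples are read as 4 sequencing lanes of each library, so there are no biological replicates, and neither cells nor lanes were counted as replicates. The deposited table holds raw UMI counts for 19945 genes, listed by symbol, in cells that had passed the authors' filters, with the authors' cluster and cell type of each cell. The vehicle library holds 59514118 UMIs and the FAKi library 57836783. The median cell had 10101.5 UMIs and 2994 detected genes in the vehicle library, and 13688 UMIs and 3336 detected genes in the FAKi library. UMIs were summed over the cells of a cluster and library and scaled to the group's total as CPM. A comparison is given as a ratio of CPM with an exact conditional 95% interval, and shares of cells carry Clopper-Pearson intervals. Log2 ratios of CPM in the text, of single genes and as medians over gene lists, use a pseudocount of 1 CPM. Ratios with an interval carry none. All intervals cover counting error only and say nothing about the variation between mice. Reads of close paralogs, such as *Ins1* and *Ins2*, the trypsin genes, the amylase genes and the haemoglobin genes, may be assigned to the wrong member.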

To better characterize these newly formed insulin-producing cells, we conducted single-cell RNA sequencing (scRNA-seq) analysis on islets isolated from wild-type mice 10 days after cessation of vehicle- or FAKi treatment. Approximately 8500 cells were sequenced at 225,000 reads per cell. 

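The deposited table holds 3776 cells of the vehicle library and 3183 of the FAKi library. UMIs per cell ranged from 507 to 135194 in the vehicle library and from 504 to 117952 in the FAKi library. The doublet caller scrublet, run on each library, marked 68 vehicle and 57 FAKi cells.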

Only single cells with mitochondrial RNA less than 8% of the total RNA were included. 

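The highest mitochondrial share of a deposited cell was 7.99% in the vehicle library and 8.00% in the FAKi library, rounded from just under the authors' limit. The median share was 4.03% (vehicle) and 4.57% (FAKi) in acinar cluster 1, against 1.04% and 0.855% in acinar cluster 2.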

Using previously established scRNA-seq data analysis pipeline (see “Methods”), a uniform manifold approximation and projection (UMAP) plot of the control and FAKi-treated cells was generated (Supplementary Fig. 8a). The overall identity of the cells was confirmed by the expression of known endocrine-, ductal-, acinar-, endothelial-, or immune cells markers (Supplementary Fig. 8b).

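*Gcg* stood at 237273 CPM in the cells annotated as α-cells of the vehicle library and *Sst* at 108920 CPM in those annotated as δ-cells. In these δ-cells *Ppy* stood at 144939 CPM, so the class does not hold cells of *Sst* alone. Its median cell held 1210.5 *Sst* and 9 *Ppy* UMIs. The annotation has no class of PP-cells. Annotated β-cells had 394857 CPM of *Ins2*. *Ins2* UMIs were also found in endothelial and immune cells, which should lack them: 99.8% of the 953 vehicle cells had a UMI of *Ins2* at a median depth of 5186 UMIs, against 100% of 1076 β-cells at a median of 30792.5 UMIs. The median endothelial or immune cell held 14 *Ins2* UMIs in the vehicle library and 27 in the FAKi library. The share of cells with a UMI therefore does not separate these types for *Ins2*.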

In our transcriptomic analysis, we focused on acinar and β-cells, as we expected the ADIP cells to display an acinar/β-cell hybrid signature. 

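The deposited annotation holds 17 clusters in 12 classes, among them 2 classes of acinar cells and 3 clusters of β-cells. Acinar cluster 1 had 161 vehicle and 297 FAKi cells, and acinar cluster 2 had 86 and 114. The median cell of acinar cluster 1 had 1480 UMIs and 248 detected genes in the vehicle library, and 1140 UMIs and 229 genes in the FAKi library. In acinar cluster 2 the medians were 7931 and 7280.5 UMIs. The β-cell clusters are numbered 0, 1 and 10 in the deposited annotation, which does not say which of them are the 2 of Fig. 6a. β-cell cluster 0 had 650 vehicle and 675 FAKi cells, β-cell cluster 1 had 305 and 546, and β-cell cluster 10 had 121 and 115. Their median depths in the vehicle library were 34677, 20070 and 24960 UMIs. The clusters were drawn on gene expression that may itself differ between the conditions, so the numbers of cells are given without a comparison.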

We found two clusters of acinar cells along with two clusters of β-cells in both vehicle- and FAKi-treated samples (Fig. 6a and Supplementary Fig. 8a). 

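Genes were ranked by the mean over both libraries of the log2 ratio of acinar cluster 1 over acinar cluster 2, among genes with at least 100 UMIs in these clusters that changed the same way in both libraries. The 5 highest were *Hba-a1*, *Hbb-bs*, *Hbb-bt*, *Ins1* and *Syt13*. The 5 lowest were *Klk1b5*, *Reg3d*, *Dmbt1*, *Reg2* and *Ggh*. *Hba-a1* had the largest log2 ratio of these, 7.99 in the vehicle library and 9.73 in the FAKi library. *Klk1b5* had -1.72 and -1.78. In the few cells with at least 1000 detected genes, *Klk1b5* changed sign in the vehicle library (0.13) and *Hba-a1* in the FAKi library (-1.55), and in cells under 1000 detected genes, chosen after seeing the data, *Reg2* did in the vehicle library (0.64). The UMIs of *Hbb-bs* lay mostly in a single cell: 1 cell held 96.2% of those of acinar cluster 1 in the vehicle library and 52.3% in the FAKi library.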

Surprisingly, the distinction between these two groups of acinar cells was based primarily on differential expression of both acinar genes and β-cell markers (Fig. 6b). 

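In the vehicle library, the median log2 ratio of acinar cluster 1 over acinar cluster 2 was -0.60 for the acinar genes *Ptf1a*, *Cpa1*, *Amy2a2*, *Prss2* and *Klk1*, against 0.81 for all genes. In the FAKi library it was -0.91, against 0.82. *Cpa1* stood at 0.710 (95% interval 0.693 to 0.728) times its level in acinar cluster 2 in the vehicle library and 0.623 (95% interval 0.611 to 0.635) times in the FAKi library. For *Prss2*, one of the trypsin paralogs, the ratios were 0.658 and 0.533, and for *Klk1* 0.461 and 0.402. *Ptf1a* had 17 UMIs in acinar cluster 1 and 45 in acinar cluster 2 of the vehicle library, a ratio of 1.38 (95% interval 0.740 to 2.46), so that a difference was not detectable at this depth. Its ratio in the FAKi library was 0.324 (95% interval 0.141 to 0.659), from 9 and 57 UMIs. The log2 ratio of *Cpa1* changed sign with a new Louvain clustering, to 0.010 in the vehicle and 0.26 in the FAKi library, and after background subtraction in the FAKi library (0.004). That of *Ptf1a* in the vehicle library fell below 0 with the new clustering (-0.23) and in cells with at least 1000 detected genes (-0.27).
The β-cell genes *Ins1*, *Ins2*, *Pdx1*, *Nkx6-1* and *Mafa* had a median log2 ratio of 4.16 in the vehicle library and 4.08 in the FAKi library. These pooled values were lower without the deep cells of both clusters: in cells under 1000 detected genes, chosen after seeing the data, which were 157 of the 161 vehicle and 284 of the 297 FAKi cells of acinar cluster 1, the medians of the 5 β-cell genes were 2.23 and 2.29. *Ins2* was 22.5 (95% interval 21.9 to 23.1) times higher in the vehicle library and 27.1 (95% interval 26.6 to 27.7) times in the FAKi library, and *Ins1* 23.8 and 27.6 times. Without scaling to the depth, the median droplet held 3.40 and 2.43 times the *Ins2* UMIs of the median droplet of acinar cluster 2. *Pdx1*, with 10 and 5 UMIs in the vehicle library, had a ratio of 7.30 (95% interval 2.27 to 27.2). *Nkx6-1* and *Mafa* had vehicle ratios of 10.3 and 20.1. In the FAKi library *Pdx1* changed sign after background subtraction (-2.94), which removes genes that stand at or below the background. The median of the 5 acinar genes in the vehicle library moved most in cells with at least 1000 detected genes, where it was -1.58 from 4 cells of acinar cluster 1 and 29 of acinar cluster 2. Clusters that differ by such genes were drawn on these same cells, so the ratios describe the clusters and are not an independent test of them.

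**Figure D1:**
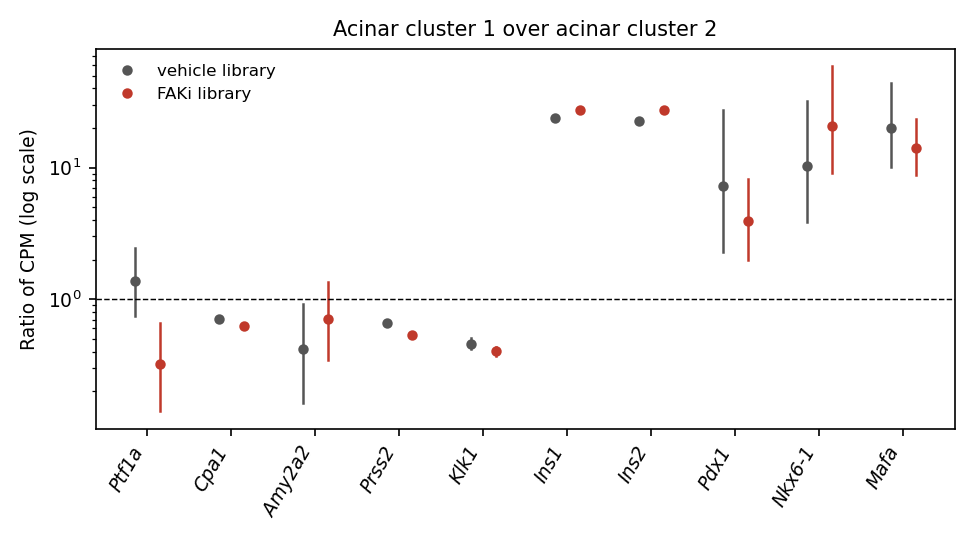
Ratio of CPM on a log scale, acinar cluster 1 over acinar cluster 2, for the 10 genes of Fig. 6b. The vehicle and FAKi libraries are shown with exact 95% intervals that cover counting error only. The 5 β-cell genes lie above 1 in both libraries, and the vehicle interval of *Ptf1a* spans 1. *Amy2a2* in the FAKi library rests on 13 UMIs in acinar cluster 1 and 38 in acinar cluster 2. Its levels there were 17.7 and 25.2 CPM, with overlapping intervals.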

Comparing to acinar cells in cluster 2, cells in acinar cluster 1 displayed significant lower expression of the acinar markers such as *Ptf1a*, *Cpa1, Amy2a2, Prss2*, and *Klk1*, but increased expression of β-cell markers *Ins1*, *Ins2*, *Pdx1, Nkx6.1*, and *Mafa* (Fig. 6b). Immunostaining analyses further confirmed the presence of amylase^low^ acinar cells in proximity of islets (Fig. 6c). Interestingly, in response to FAKi treatment, we noticed the formation of a bridge between cluster 1 acinar and cluster 1 β-cells (Fig. 6a) and a loss in *Ptf1a* expression among cluster 1 acinar cells (Fig. 6b). 

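In the FAKi library, 10 of 297 cells of acinar cluster 1 had at least 5 β-cells among their 15 nearest neighbours in a joint embedding of both libraries (50 principal components), a share of 3.37% (1.63 to 6.11%). In the vehicle library there were 7 of 161, or 4.35% (1.77 to 8.75%). The intervals overlap, and by this measure a higher share in the FAKi library was not detectable at this depth. The embedding was made without the paper's integration step. The share of cells with β-cell neighbours moved most in cells with at least 1000 detected genes, to 1 of 4 vehicle and 1 of 13 FAKi cells (25% and 7.69%). Neighbours can also arise from free RNA, whose level differed between the libraries and was not removed from the embedding, so it remains open for these shares.
*Ptf1a* in acinar cluster 1 was 0.254 (95% interval 0.0999 to 0.603) times its vehicle level in the FAKi library. A *Ptf1a* UMI was found in 6 of 297 FAKi cells (2.02%) and 13 of 161 vehicle cells (8.07%), and in 1 of 361 FAKi (0.277%) and 3 of 953 vehicle endothelial and immune cells (0.315%), whose median depths were 4883 UMIs (FAKi) and 5186 UMIs (vehicle). With each cell thinned to 1000 UMIs, it was found in 1 of 208 FAKi cells (0.481%, 0.0122 to 2.65%) and 4 of 135 vehicle cells (2.96%, 0.813 to 7.41%), with 89 FAKi and 26 vehicle cells left out as too shallow. The thinned intervals overlap. The log2 ratio of *Ptf1a* moved most when cells were thinned, from -1.89 to -2.71.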

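Which deposited β-cell clusters the paper numbers 1 and 2 is not stated in its text, so clusters 1 and 10 of the deposited annotation were each compared with cluster 0, a choice made after the depths of the clusters and their *Prss2* and *Cpa1* levels were seen. *Prss2* was 52.2 (95% interval 47.9 to 57) times higher in cluster 1 than in cluster 0 in the vehicle library and 23.4 (95% interval 22.0 to 24.9) times in the FAKi library. *Cpa1* was 53.8 and 25.4 times higher. In cluster 10 the ratios over cluster 0 were 11.2 and 5.03 for *Prss2*, and 10.7 and 4.16 for *Cpa1*. The ratios of cluster 10 rest on few cells: 10 of 121 vehicle and 12 of 115 FAKi cells held most of its *Prss2* UMIs. Its median cell held 0 (vehicle) and 2 (FAKi) *Prss2* UMIs, against 0 and 1 in cluster 0. The median cell of cluster 1 held 19 *Prss2* UMIs in the vehicle library and 15 in the FAKi library, against 0 and 2 in the median endothelial or immune cell. Of the 10 genes with the largest ratios in cluster 1 over all other cells, both libraries pooled, 8 were immunoglobulin genes or their joining chain, or haemoglobin genes. Of these, *Igha* and *Hba-a1* were found in few cells: an *Igha* UMI was found in 0.656% of 305 vehicle cells and in 0 of 546 FAKi cells, which allows a share of up to 0.549% by a limit of 3 counts and 0.673% by the upper Clopper-Pearson bound, and an *Hba-a1* UMI in 4.92% and 0.916%. The median log2 ratio of the 5 acinar genes of Fig. 6b over cluster 0 was 3.81 in the vehicle library and moved most after background subtraction, to 9.12 from the 3 genes left. In the FAKi library this median was 3.19 and moved the other way, to a lower value, after background subtraction.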

Notably, cluster 1 β-cell expressed higher levels of *Cpa1* and *Prss2* than cells in cluster 2 β-cells (Fig. 6d). 

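In acinar cluster 2, the ratio of the FAKi to the vehicle library was 1.08 (95% interval 0.720 to 1.64) for *Ptf1a* and 2.39 (95% interval 0.815 to 8.49) for *Pdx1*, which rested on 14 FAKi and 5 vehicle UMIs. Neither difference was detectable at this depth, and a ratio of *Pdx1* as high as the upper bound is not excluded. The median log2 ratio was -0.051 over a list of 32 acinar genes, at percentile 8.88 among 10000 random lists matched on expression. Over a list of β-cell genes it was 0.49, from the 28 of 29 genes with UMIs in acinar cluster 2, at percentile 99.97. The acinar median changed sign, to 0.060, with cells thinned to 1000 UMIs, and that of the β-cell list, to -1.16 from 3 genes, after subtraction of the mean background per droplet, chosen after seeing the data. *Amy2a2*, which has close paralogs, stood at 0.532 (95% interval 0.345 to 0.811) times its vehicle level in acinar cluster 2.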

While FAK inhibition altered gene expression patterns of cluster 1 acinar cells, it did not significantly affect expression of genes such as *Pdx1*, or *Ptf1a* expression in cluster 2 acinar cells (Fig. 6b).

**Fig. 6:**
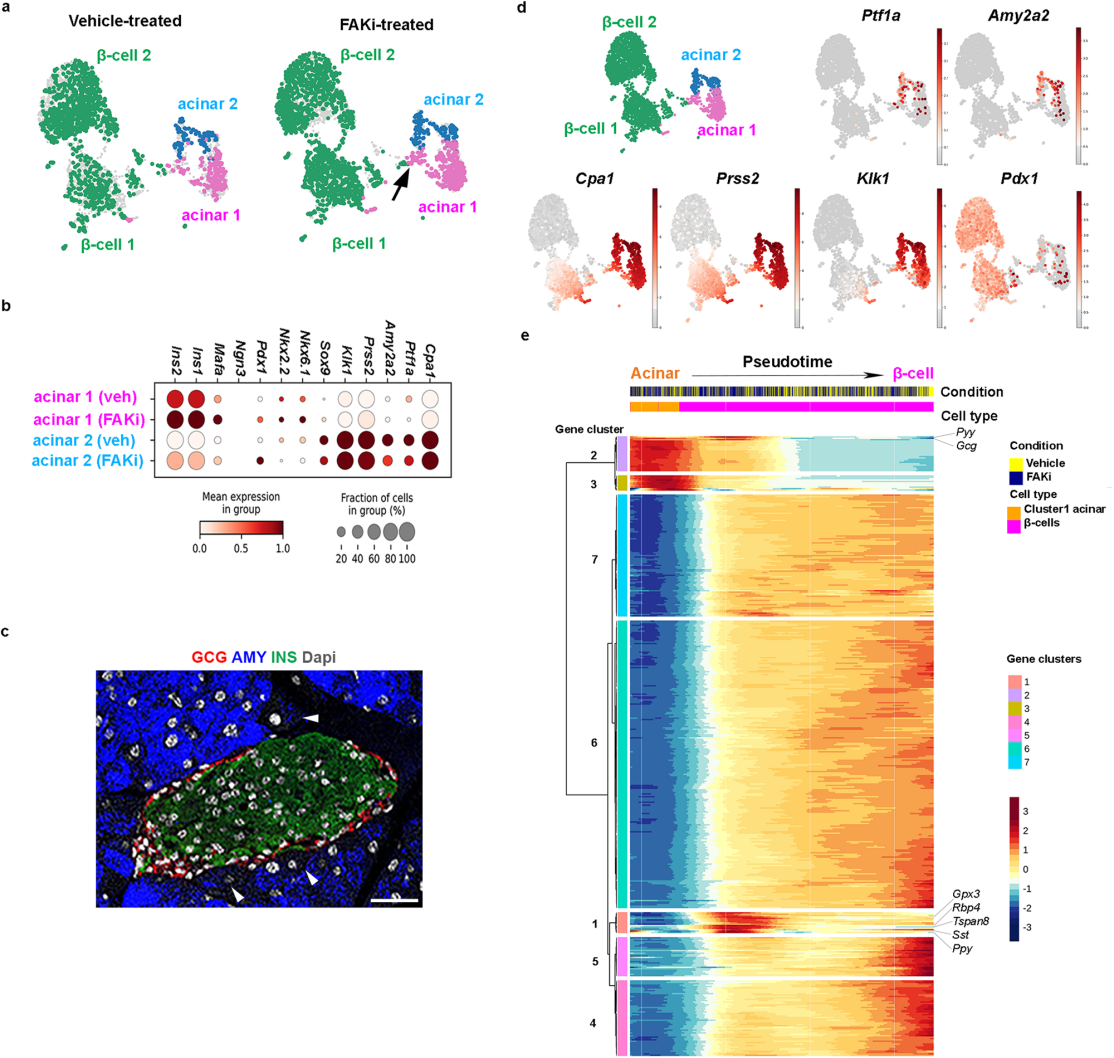
scRNA-seq analysis of FAKi-treated acinar- and β-cells. **a** UMAPs of the identified acinar or β-cell clusters defined by specific color showing vehicle- vs FAKi-treated. Arrow shows the formed bridge between acinar cluster 2 and β-cells in FAKi-treated samples. **b** Gene expression dot plots of selected marker genes across cluster 1 vs cluster 2 acinar cells in vehicle- versus FAKi-treated samples. **c** Fluorescent imaging for detection of amylase, insulin, and glucagon in wild type control pancreas. Arrowheads highlight two peri-islet acinar cells with low amylase expression. Scale bar = 20 μm, *n* = 5. **d** Single-cell gene expression of known pancreatic or acinar markers. **e** Heatmap showing the gene expression dynamics of the acinar and β-cell from acinar cells onward. Genes were grouped based on k-means clustering, and select genes are labeled on the right side of the plot.

Gene ontology terms (GO-term) analysis showed differential activation of insulin resistance, MODY and prolactin signaling pathways in cluster 1 acinar cells in vehicle-treated samples (Supplementary Fig. 8c). Accordingly, Differentially Expressed Genes (DEGs) analysis identified several genes with β-cell specific expression in vehicle-treated cluster 1 acinar cells such as *Ins1*, *Ins2*, islet amyloid polypeptide (*Iaap*), glucose-6-phosphatese c2 (*G6pc2*), prolactin receptor (*Prlr*) and cyklinD2 (*Ccnd2*) as the top DEGs in cluster 1 acinar cells. 

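In the vehicle library, *Iapp* was 18.9 (95% interval 17.5 to 20.5) times higher in acinar cluster 1 than in acinar cluster 2. *G6pc2* was 15.1 (95% interval 8.33 to 29.4) times higher and *Ccnd2* 8.70 (95% interval 5.76 to 13.4) times. *Prlr* had 65 UMIs in acinar cluster 1 and 3 in acinar cluster 2, a ratio of 79.1 (95% interval 25.9 to 394). Relative to annotated β-cells of the same library, acinar cluster 1 held 29.8% of the *Iapp* level, 28.6% of the *G6pc2* level, 20.2% of the *Prlr* level and 28.8% of the *Ccnd2* level.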

G6PC2 converts glucose-6-phosphate to glucose and is predominantly expressed in β-cells^35^. IAAP is expressed in β-cells and is co-secreted with insulin in response to glucose^36^, whereas PRLR mediates proliferation during pregnancy in rodents^37^. These data indicate that at baseline, acinar cells within cluster 1 not only express insulin, but also genes involved in different aspects of β-cell function. In addition, in vehicle-treated mice, GO-term of DEGs also revealed suppression of genes associated with the acinar lineage including amylase (*Amy2a2*), *Cpa1*, and elastatse (*Cel1*) (Supplementary Fig. 8c). 

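Of a list of 29 β-cell genes fixed before the data were examined, 28 were higher in acinar cluster 1 than in acinar cluster 2 of the vehicle library, with a median log2 ratio of 3.41 (percentile 100 among 10000 random lists). The median cell of vehicle acinar cluster 1 held 129 *Ins2* UMIs, against 38 in acinar cluster 2. In acinar cluster 1, the 4 cells with at least 1000 detected genes held 40.9% of the *Ins2* UMIs.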

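*Amy2a2* had 7 UMIs in acinar cluster 1 and 61 in acinar cluster 2 of the vehicle library, a ratio of 0.419 (95% interval 0.162 to 0.917). *Cela1*, the elastase gene in the deposited table, had a ratio of 0.693 (95% interval 0.680 to 0.707), and its log2 ratio changed sign, to 0.039, only after subtraction of the mean background per droplet. Over the list of acinar genes, 30 of 32 were lower in acinar cluster 1, with a median log2 ratio of -0.59.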

In FAKi-treated mice, cluster 1 cells displayed further activation of insulin resistance, and FoxO signaling pathways FAKi-treated mice (Supplementary Fig. 8d). 

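In the FAKi library, the median log2 ratio of acinar cluster 1 over acinar cluster 2 was -0.88 for 6 lipase genes, -0.84 for 13 peptidase genes and -0.99 for 6 zymogen granule genes. In the vehicle library the medians for the same groups were -0.72, -0.53 and -0.83. All genes of the groups were lower in acinar cluster 1 in both libraries, but *Try4* was higher in the vehicle library under several alternatives, among them CPM without the 20 most abundant genes (0.15), a scaling that moved the median of all genes by 0.22, and the mean over cells of each cell's CPM (0.082). These are gene groups fixed before the data were examined, and the enrichment analysis itself was not repeated. After subtraction of the mean background per droplet, an alternative chosen after seeing the data, the medians of the peptidase genes changed sign, to 0.039 in the vehicle library and 0.007 in the FAKi library.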

Interestingly, GO-term of DEGs showed suppression of additional acinar pathways in cluster 1 with FAKi treatment such as lipase-, hydrolase-, or peptidase activity, and zymogen granule or zymogen granule membrane (Supplementary Fig. 8d). These results suggest that FAKi treatment suppresses the acinar gene signature of cluster 1 acinar cells and enhances their endocrine gene expression.

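Within acinar cluster 1, the median log2 ratio of the FAKi to the vehicle library was -0.32 over the acinar list, at percentile 0.140 among random lists matched on expression, and 0.36 over the β-cell list, at percentile 99.9. The median over all genes was 0.15. In the FAKi library, *Ins1* stood at 1.42 (95% interval 1.39 to 1.44) times its vehicle level in acinar cluster 1, *Ins2* at 1.67 times and *Iapp* at 1.67 times. *G6pc2* and *Prlr* were lower in the FAKi library, at 0.679 (95% interval 0.479 to 0.968) and 0.495 (95% interval 0.347 to 0.707) times, but the log2 ratio of *G6pc2* changed sign, to 0.088, in cells under 1000 detected genes, chosen after seeing the data. That of *Ins1* changed sign in cells with at least 1000 detected genes (-0.047) and after background subtraction (-0.41). The median of the β-cell list changed sign, to -0.21, in the 4 vehicle and 13 FAKi cells with at least 1000 detected genes. After background subtraction, for which the background share was set from *Ins1* and *Ins2* and came out at 100% in this cluster, it was -1.12. In endothelial and immune cells, the median over the acinar list was 1.32 and over the β-cell list 1.07. The UMI sums of these cells are moved by a few cells, among them T cells with many *Ins2* UMIs. The median endothelial or immune cell also held more *Ins2* and *Prss2* UMIs in the FAKi library.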

In order to reconstruct the sequence of gene expression profiles and the evolution of the ADIP cells, we performed an in-silico reconstruction of the cell lineages using slingshot and ordered them along a pseudotime (Fig. 6e). 

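The cells of acinar cluster 1 and the annotated β-cells of both libraries were ordered by diffusion pseudotime (scanpy), rooted at the cell of acinar cluster 1 with the highest share of acinar genes, and divided into 10 bins of 287 cells. Slingshot and Monocle2 were not run. All cells of bin 1 and 167 of bin 2 belonged to acinar cluster 1. The other cells of bin 2 were β-cells, 119 of them of β-cell cluster 1. By library, bin 2 held 57 vehicle and 230 FAKi cells, against 130 and 157 in bin 1. With 1 library per condition, this does not separate the treatment from variation between the pools of mice. The median depth was 1383 UMIs in bin 1, 1387 in bin 2, 12961 in bin 3 and 23567 in bin 4, so the order also follows depth. The peak of the transition genes moved most when the median over cells replaced the mean, from 45% to 5% of the order. Free RNA enters the order as well and was not removed.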

We obtained two cell lineages (acinar and β-cells), and we compared how the lineages acquire their identity by selecting differentially expressed genes (q-values < 1e10^−5^) along the predicted pseudotime. We found seven gene clusters that were upregulated along different segments of the pseudotime trajectory and conducted pathway analysis to identify pathways enriched at each stage of pseudotime (Fig. 6e). 

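All 5 of *Cela1*, *Cpa1*, *Reg1*, *Prss2* and *Try4* had their highest mean level in bin 1 of the order. *Cela1* fell from 29462 CPM in bin 1 to 12512 in bin 2 and 18.8 in bin 10. *Prss2* fell from 51001 to 26.2 CPM between bins 1 and 10, and *Try4*, a trypsin paralog, from 65300 to 31.9 CPM. Bin 1 was made of acinar cluster 1 alone and the order was rooted by acinar genes, so their place at the start follows from the construction.

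**Figure D2:**
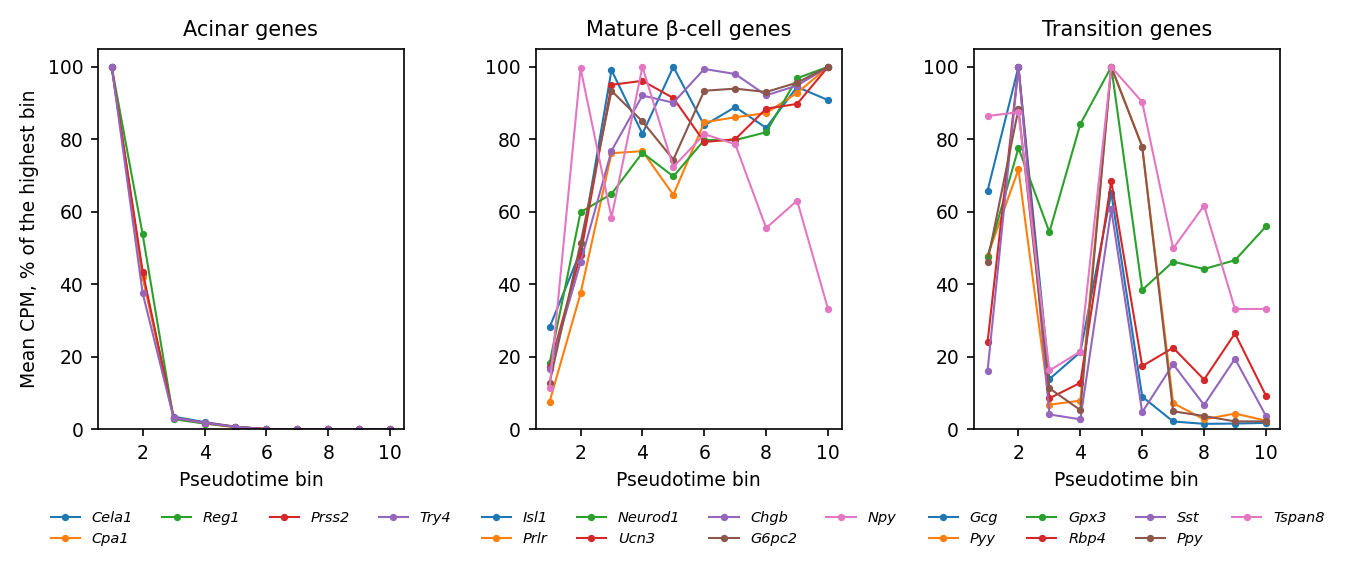
Mean CPM per bin of 287 cells along diffusion pseudotime, as a percent of each gene's highest bin, for acinar genes, mature β-cell genes and the genes of the transition. The acinar genes are highest in bin 1, and each transition gene is highest in bin 2 or bin 5.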

Genes upregulated at the beginning of the pseudotime in gene clusters 2 and 3, included those expressed specifically in acinar cells, such as *Cela1*, *Cpa1*, *Reg1*, *Prss2*, and *Try4*. Conversely, gene clusters 4, 5, 6, and 7, were downregulated at the beginning, but were highly expressed towards the end of the pseudotime. These four gene clusters (clusters 4–7) contained genes that can be linked to mature β-cell function^38^, such as *Isl1*, *Prlr*, *NeuroD*, urocortin 3 (*Ucn3*), chromogranin B (*Chgb*), *G6pc2*, and neuropeptide y (*Npy*) (Fig. 6e). 

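*Prlr*, *Neurod1*, *Ucn3*, *Chgb* and *G6pc2* had their highest mean in bin 10. *Prlr* rose from 69.2 CPM in bin 1 to 903 in bin 10, and *Ucn3* from 45.0 to 260.3 CPM. *Isl1* was highest in bin 5, at 88.6 CPM, and stood at 80.5 CPM in bin 10. *Npy* was highest in bin 4, at 106 CPM, and fell to 35.4 CPM in bin 10.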

To our surprise, gene cluster 2, which otherwise showed a strong acinar signature, also included two endocrine hormones *Gcg* and peptide YY (*Pyy*). Unlike the acinar genes, these hormones were not expressed at the beginning of the pseudotime but instead only during the transition phase between acinar and β-cells (Fig. 6e). 

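*Gcg* stood at a mean of 6189.6 CPM in bin 1 and had its highest mean in bin 2, at 9407 CPM, then fell to 169.8 CPM in bin 10. *Pyy* stood at a mean of 1203 CPM in bin 1 and had its highest mean in bin 5, at 2516 CPM. The medians over cells of both were highest in bin 1. For *Gcg* the median was 3749 CPM there, against 3322 CPM in bin 2. A *Gcg* UMI was found in 98.3% of the cells of bin 1. It was also found in 65.1% of vehicle and 94.2% of FAKi endothelial and immune cells, at median depths of 5186 and 4883 UMIs, against 1383 UMIs in bin 1. The median cell of acinar cluster 1 held 5 *Gcg* UMIs in the vehicle library and 6 in the FAKi library, against 1 and 3 in the median endothelial or immune cell and 4 and 7 in the median cell of acinar cluster 2.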

Perhaps the most intriguing cluster was the gene cluster 1, which was absent in the acinar cells but displayed its highest expression during the acinar to β-cell transition phase (Fig. 6e). 

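*Gpx3* was highest in bin 5 of the order, at 135 CPM, against 64.2 CPM in bin 1 and 75.4 CPM in bin 10. *Rbp4* was highest in bin 2, at 209 CPM, against 50.1 CPM in bin 1 and 19.5 CPM in bin 10. An *Rbp4* UMI was found in 14.3% of the cells of bin 2. In the vehicle library, *Rbp4* stood at 3381.8 CPM in δ-cells and *Gpx3* at 1415.8 CPM in α-cells. In β-cell cluster 10 they stood at 342.8 and 322.6 CPM, against 4.90 and 37.8 CPM in cluster 0. Cells of another endocrine type were not excluded as a source of these means.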

Gene cluster 1 included genes associated with immature β-cells, or β-cells with reduced function such as glutathione peroxidase 3 (*Gpx3*), and retinol binding protein 4 (*Rbp4*)^38,39^. This transitory cluster was further marked with the endocrine hormones *Sst* and *Ppy* expression. Moreover, consistent with the polyhormonal signature of cells in transition, we found *MafB* and *Tspan8* expression, which are expressed in α- as well as immature β-cells, and Ppy-cell lineages^40^, respectively. 

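*Sst* had its highest mean in bin 2, at 4935 CPM, and *Ppy* in bin 5, at 3908 CPM. The median over cells was highest in bin 2 for *Sst* as well. For *Ppy* it was highest in bin 1, at 999 CPM, against 68.0 CPM in bin 5. In bin 5, 6 of 287 cells held most of the *Sst* UMIs and 4 cells most of the *Ppy* UMIs. β-cell cluster 10, with 66 cells in that bin, held 95.9% of the *Sst* UMIs and 95.5% of the *Ppy* UMIs. The median cell of the bin held 1 *Sst* UMI and 2 *Ppy* UMIs.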

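*Tspan8* was highest in bin 5, at 14.7 CPM, against 12.7 CPM in bin 1 and 4.90 CPM in bin 10. In the vehicle library it stood at 414.3 CPM in δ-cells and 68.8 CPM in β-cell cluster 10, against 1.33 CPM in cluster 0.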

The transcriptomic analysis show that in response to FAKi treatment, a subset of acinar cells (cluster 1 acinar cells) can convert into insulin-producing β-like cells. Furthermore, this transformation seems to entail a polyhormonal stage, where cells express glucagon, somatostatin, and pancreatic polypeptide.

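In acinar cluster 1 of the FAKi library, the median cell held 175 *Ins2* UMIs, 72 in acinar cluster 2 and 12334 in β-cells. The *Ins2* UMIs were unevenly spread: 13 cells with at least 1000 detected genes held 60.9% of those of acinar cluster 1. From its transcriptomic analysis, the paper concludes that acinar cells of cluster 1 can convert into β-like cells in response to FAKi.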

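Among all annotated β-cells, 5 of the 1336 FAKi cells held most of the *Gcg* UMIs (0.374%), 6 most of the *Sst* UMIs (0.449%) and 3 most of the *Ppy* UMIs (0.225%). The median FAKi β-cell held 6 *Gcg* UMIs, 1 *Sst* UMI and 2 *Ppy* UMIs. In bin 5 of the order, the 13 cells called as doublets held 48.9% of the *Gcg* UMIs, 17.4% of the *Sst* UMIs and 3.70% of the *Ppy* UMIs.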

### Peri-islet acinar/β-hybrid cells are a putative source for ADIP cells

Identification of a subset of acinar cells with a gene expression profile typically associated with endocrine cells was an unexpected finding and required further validation. Since the islet isolation protocol used in our studies involves handpicking of the islets, we reasoned that the two acinar clusters described in Fig. 6 are likely peri-islet acinar cells which have been picked up together with islets during the isolation process. Therefore, to support the transcriptomic analysis, we looked for potential acinar/β-hybrid cells specifically among acinar cells surrounding the islets. First, we used the RNAscope technique to detect insulin transcripts in peri-islet acinar cells in wild type control mice (Fig. 7a, b). While the acinar cells in general were devoid of any detectable insulin transcripts (Fig. 7a), we could detect insulin mRNA in few peri-islet acinar cells (Fig. 7b). Next, we performed confocal microscopy for detection of insulin protein on pancreatic tissues obtained from FAKi-treated Ela^*Tom*^ mice and were able to find tomato-red cells with low insulin levels next to an islet (Fig. 7c). Notably, Tom^+^/Ins^+^ cells could not be detected in vehicle-treated Ela^*Tom*^ mice (Fig. 1k). Finally, we performed transmission electron microscopy (TEM) (Fig. 7d–f and Supplementary Fig. 9). β-cells are characterized on electron micrographs by mature β-granules, which are secretory granules with dense cores surrounded by wide non-stained halos^41^. In addition to these more abundant mature β-granules, β-cells also contain relatively few newly formed and immature granules that display cores with much thinner halos, or no halos at all^41^. In accordance with our transcriptomic data, where a cluster of acinar cells expressed both acinar and endocrine genes, we could find mature β-granules in a subset of peri-islet acinar cells in the mouse pancreas (Fig. 7d). We next performed TEM on the pancreas of FAKi-treated mice harvested either immediately (Fig. 7e) or 10 days after cessation of the treatment (Fig. 7f). Of note, we could no longer find peri-islet acinar cells that contained β-granules in the FAKi-treated cohorts (Supplementary Fig. 9). Instead, we were able to detect cells with β-granules (proportionally fewer mature β-granules than normal β-cells) in the periphery of islets, which appeared polyhormonal (Fig. 7e, f).

**Fig. 7:**
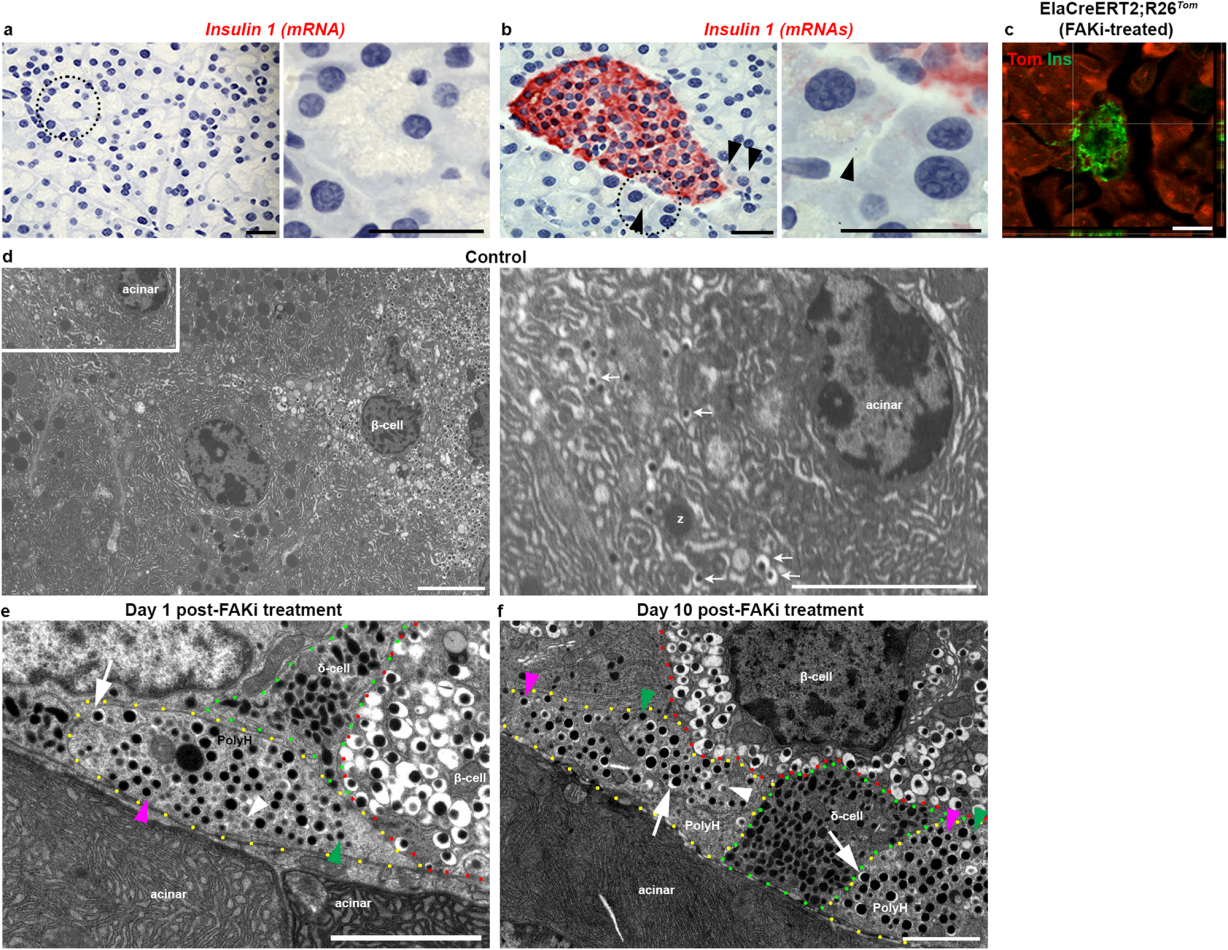
Imaging analysis of peri-islet acinar cells. **a**, **b** Single-molecule in situ hybridization for detection of mouse *insulin 1* in tele-islet acinar cells (**a**) or within islets and the peri-islet acinar cells (**b**) showing low levels of *insulin 1* RNA in some peri-islet acinar cells. Right panels in (**a**, **b**) are higher magnifications of areas marked by dotted circles in the left panels. Arrowheads in (**b**) highlight peri-islet acinar cells with low *insulin 1* expression. Scale bar = 20 μm, *n* = 3. **c** Confocal fluorescent Imaging of tamoxifen-induced ElaCreERT2,R26^*Tom*^ mice treated with FAKi showing Tom^+^/insulin^+^ cells within the endocrine islets as well as in a peri-islet acinar cell. Scale bar in (**a**–**c**) = 20 μm. *n* = 5 mice from 3 independent experiments. **d** Transmission electron microscopy (TEM) of control mouse pancreas showing peri-islet acinar cells with β-granules (*n* = 5). Right panel in shows the Inset from (**d**) illustrating a peri-islet cell containing zymogen granules (z), and insulin granules (arrows). **e**, **f** TEM of mouse pancreas harvested 1 day (**e**) or 10 days (**f**) after completion of FAKi treatment showing a polyhormonal cell (outlined by yellow dotted line) that contains mature β-granule (white arrow), immature β-granule (white arrowhead), α-granule (pink arrowhead), and δ-granule (green arrowhead) (*n* = 3 per group). Scale bar = 6 μm.

Together, our transcriptomic and the subsequent validation analysis reinforce that FAKi treatment leads to conversion of acinar cells into β-like cells. Furthermore, it suggests that the peri-islet acinar cells are likely the primary cell of origin for this process.

### Heterozygous deletion of Ptk2 in acinar cells leads to conversion of acinar cells into insulin-producing cells

We have previously reported that heterozygous deletion of *Ptk2* in the developing pancreas using PdxCre results in the appearance of insulin^+^/amylase^+^ cells in the postnatal pancreas^26^. Given the observed effect of chemical inhibition of FAK on acinar cells, we next conditionally knocked out the gene encoding FAK in the acinar cells by generating ElaCreERT2;R26^*Tom*^;*Fak*^*fl/wt*^ (ETF^*fl/wt*^) mice. Tamoxifen was administered to 12-week-old ElaCreERT2;R26^*Tom*^;*Fak*^*wt/wt*^ (ETF^*wt/wt*^), and ETF^*fl/wt*^, mice via gavage feeding, and mice were sacrificed 1 or 3 months post-tamoxifen treatment. Successful Cre-recombinase activity was evident by the expression of tomato-red in the vast majority of acinar cells. Interestingly, 1 month after induction of Cre-recombinase activity we were able to find acinar-derived insulin-producing Tom^+^/Ins^+^ cells either as single cells or in small clusters scattered within the ETF^*fl/wt*^ parenchyma (Fig. 8a). In addition, we could detect Tom^+^/Ins^+^ cells invading 33.2% ± 2.9 of the pre-existing islets in ETF^*fl/wt*^ mice (Fig. 8b–d). This finding indicates that deletion of one allele of *Ptk2* gene can transform a subset of acinar cells into insulin-producing cells. Our findings in the ETF^*fl/wt*^ mice further supports that the reduction in FAK activity could trigger acinar to β-like cell conversion.

**Fig. 8:**
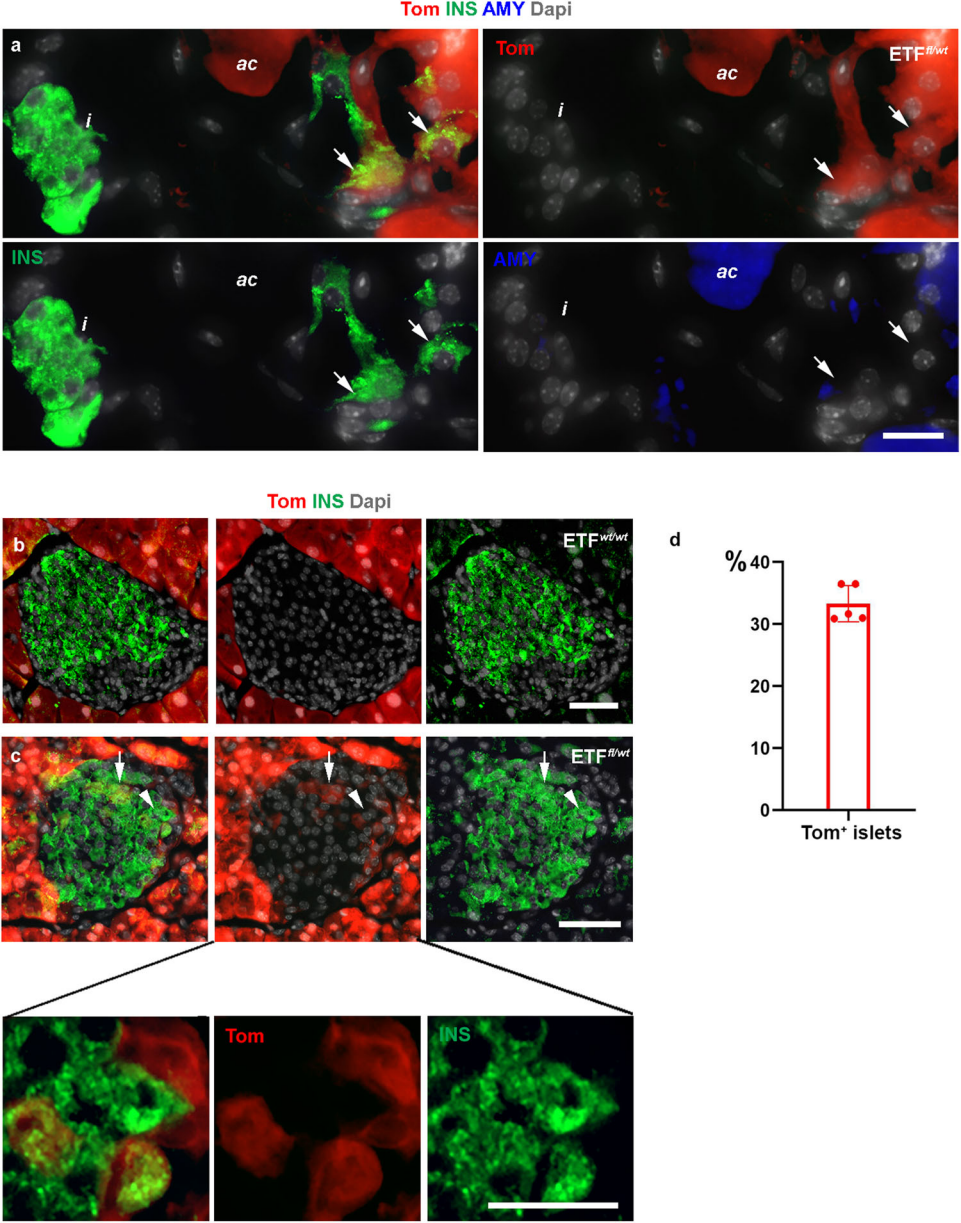
Heterozygous deletion of Ptk2 in acinar cells leads to conversion of acinar cells into insulin-producing cells. **a** Fluorescent imaging of Tomato in conjunction with insulin and amylase on tissues obtained from ElaCreERT2,R26^*Tom*^, *Fak*^*fl/wt*^ (ETF^*fl/wt*^) mice 1 month post tamoxifen treatment showing Tom^+^/insulin^+^ cells outside the endocrine islets (arrows). **b**, **c** Fluorescent imaging of Tomato in conjunction with insulin and amylase on tissues obtained from ElaCreERT2,R26^*Tom*^, *Fak*^*wt/wt*^ (ETF^*wt/wt*^) (**b**) or ETF^*fl/wt*^ (**c**) mice 1 month post tamoxifen treatment showing Tom^+^/insulin^+^ cells within the endocrine islets of ETF^*fl/wt*^ mice. **d** Quantification of islets containing Tom^+^ cells in the ETF^*fl/wt*^ mice. Arrows in (**a**) show some Tom^+^/Ins^+^ cells outside the islets. Arrows in (**c**) show Tom^+^/Ins^+^ cells within the islets. The bottom panel in (**c**) is a higher magnification of the cells marked by arrowhead in (**c**). *n* = 5 mice from 3 independent experiments. Data in (**d**) is presented as mean ± SD. Scale bar = 20 μm. Source data are provided as a Source data file.

## Discussion

Diabetes mellitus is defined by high blood glucose levels caused by either reduction in the number of insulin-producing cells (T1D), or an inability of our cells to respond adequately to insulin in combination with decreased numbers of insulin-producing cells (T2D). One potential treatment would be the direct conversion of pancreatic acinar cells into β-cells in sufficient numbers to restore and maintain normal concentrations of glucose in the blood. Previous studies have shown that transduction of mouse acinar cells in vivo with vectors encoding *Ngn3*, *Pdx1* and *MafA*, three transcription factors that are necessary for β-cell development can induce conversion of acinar cells into insulin-producing β-like cells^17–19^. In this study, we show that pharmacological inhibition of FAK activity results in conversion of pancreatic acinar cells into β-like ADIP cells. Lineage tracing data showed that some ADIP cells could form larger clusters outside the islets. Given that these clusters consisted entirely of Tom^+^/insulin^+^ cells, it is unlikely that they would be part of a pre-existing islet.

Nevertheless, the ADIP cells could penetrate and invade the endocrine islets. This infiltration is significant because the islet microenvironment provides proximity to the islet blood vessels and nerves that are crucial for β-cells to function properly. Accordingly, FAKi treatment could ameliorate the blood glucose levels in diabetic mice.

Although β-cell mass was not completely restored to normal levels in FAKi-treated diabetic mice, it resulted in nearly 30% recovery of β-cell mass compared to contribution to less than 2% of total β-cells in non-diabetic control mice. β-cells display an insignificant proliferation rate under normal conditions, whereas they tend to expand more robustly in the background of β-cell ablation^32,42–44^. Thus, the significantly higher contribution of ADIP cells to the β-cell mass in the diabetic mice compared to the FAKi-treated non-diabetic cohorts could be the result of compensatory proliferation. However, BrdU analysis ruled out proliferation of ADIP cells as the primary mechanism for the observed increase in β-cell mass in FAKi-treated diabetic mice. This could be due to the timing of FAKi treatment after STZ-mediated β-cell ablation, and that by the time ADIP cells are formed the endogenous signals that would promote proliferation (likely from macrophages) are reduced or gone. Since, the increased β-cell mass does not rely on proliferation, other factors such as higher conversion rate of acinar cells to ADIP cells due to hyperglycemia during earlier stages of FAKi treatment and/or better granulation because of improved blood glucose levels post-FAKi treatment could be the potential mechanisms for enhanced β-cell mass recovery. Nevertheless, given that in T1D patients, overt diabetes is typically manifested when 80% of β-cell mass is lost, restoring endogenous β-cell mass above this critical threshold is a significant observation in our study.

Mounting data has revealed the degree of heterogeneity that exists within acinar cells in both the adult mouse and human pancreas^45–49^. In a recent single-nucleus RNA-sequencing study, a distinct population among acinar cells in the human pancreas showed a decreased activation of acinar cell gene regulatory networks together with the capacity to potentially convert into ductal and endocrine cells^50^. Likewise, in our transcriptomic studies we identified a subpopulation of peri-islet acinar cells that displayed a decreased acinar gene expression profile in conjunction with an endocrine signature. While the existence of mouse acinar cells containing β-granules adjacent to islets is not new and has been known since the late 1960s^51^, it further confirms the presented scRNA sequencing and TEM data. Our finding that these hybrid cells normally display less acinar signatures is supported by more recent reports showing that peri-islet acinar cells in the human pancreas have lower expression of acinar enzymes such as amylase and carboxyl ester lipase^52,53^. Given the heterogeneity of acinar cells, in the context of FAKi treatment, whether all acinar cells equally or a specific population can convert into β-like cells remains unknown. The inability to address this question stems from the inherent limitation of currently available acinar-cell specific promoters (including the elastase promoter used in our study) to distinguish between different existing acinar subpopulations. Nevertheless, the pseudotime analysis reported here not only confirmed our lineage tracing studies, but along with TEM data identified the peri-islet acinar/β hybrid cells as the likely source for ADIP cells. Moreover, this analysis uncovered a stepwise process in which these peri-islet cells initially lose their acinar identity, followed by a transition through a polyhormonal phase before converting into insulin-producing cells.

β-cells can take up factors released by the acinar cells as part of a crosstalk between exocrine and endocrine cells^53^. While the presence of zymogen granules in some β-cells following FAKi treatment could be due to internalization of acinar-derived proteins by β-cells, this form of crosstalk would not explain the observed changes at the transcriptional levels. The question remains though, what is the mechanism for this lineage transformation. Previous studies by other investigators have shown that ectopic expression of *Pdx1* and *Mafa* is sufficient to reprogram acinar cells to β-like cells in vivo^17^. Notably, these two transcription factors along with insulin and other genes linked to β-cell function are expressed in the peri-islet cluster 1 acinar cells. Furthermore, we found that an overall suppression of the acinar signature in general, and *Ptf1a* in particular, was more noticeable than an increased endocrine gene expression in FAKi-treated mice, suggesting that FAKi treatment results primarily in loss of acinar gene expression in cluster 1 cells, hence allowing the existing β-cell machinery to be more pronounced. 

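Within acinar cluster 1, 28 of 32 acinar genes were lower in the FAKi library than in the vehicle library, and 21 of 29 β-cell genes were higher. In acinar cluster 2, 23 of the 28 β-cell genes with UMIs were higher and 18 of 32 acinar genes lower. In endothelial and immune cells, all 29 β-cell and 30 of 32 acinar genes were higher. The β-cell rise was therefore not limited to acinar cluster 1. The acinar list's median in acinar cluster 1 shrank with a new Louvain clustering. For the 5 acinar genes of Fig. 6b in acinar cluster 1, the median log2 ratio was -0.38 (percentile 6.74), and for its 5 β-cell genes 0.50 (percentile 97.3). By these medians the fall was not larger than the rise. *Neurog3* had 0 UMIs in acinar cluster 1 of either library. *Sox9* had 10 UMIs in the FAKi library and 1 in the vehicle library, a ratio of 4.80 (95% interval 0.683 to 208), and its log2 ratio changed sign, to -0.011, in cells with at least 1000 detected genes.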

Future studies will reveal the exact mechanism by which inhibition of focal adhesion kinase activity leads to ADIP formation.

A limitation with the current study is that only one diabetic NHP was included in the FAKi-treated cohort, which does not allow to conclude that FAKi treatment would lead to improved glucose metabolism. Nevertheless, the promising outcome of the current investigation should warrant for future studies involving larger cohorts of animals and more extensive analysis such as scRNA sequencing, c-peptide and HbA1c measurements or GTT. Together, this analysis would allow us to establish whether FAKi treatment converts acinar cells into ADIP cells in NHPs.

Although, the underlying mechanism is unknown, the pharmacological inhibition of FAK for generation of insulin-producing cells is an appealing approach. Acinar cells are the most abundant cell type in the pancreas and thus can serve as a good source for potential β-cell replacement therapies without the need for immune suppression. Finally, the FAK inhibitor used in this study has passed the pharmacodynamic phase I dose-escalation trial in advanced solid tumors^29^, making this compound a viable candidate for future trials for diabetes treatment in humans.

## Methods

### Study approval

All animals used in these studies were maintained according to protocols approved by the Institutional Animal Care and Use Committee of University of Pittsburgh, Pittsburgh, PA, USA (Protocol number 24024266 for mice and Protocol number 23042777 for non-human primates).

### Mice

The Rosa26^*CAGTomato*^ (Gt(Rosa)26Sor^*tm14(CAG-td-Tomato)Hze*^)^54^ and wild-type C57bl/6 mice were purchased from The Jackson Laboratory. The *Fak*^*fl/wt*^ (B6;129X1-*Ptk2*^*tm1Lfr*^/Mmucd)^26,55^ mice were obtained from the Mutant Mouse Resource and Research Centers (MMRRC). Wild-type CD-1 mice were purchased from the Charles River Laboratories. The ElaCreERT2 strain was generated in Dr. Craig Logsdon’s laboratory^7,31,32^. Both male and female mice were used for the experiments, unless otherwise stated. All mice used in this study were between 6 and 12 weeks of age at the beginning of the experiments. Mice were housed 4–5/cage and maintained in an environment at 20–23 °C and 30–70% humidity with ad libitum access to regular chow (ProlabⓇ IsoProⓇ RMH 3000, LabDiet, 30005737-220) and water under a 12-h light/12-h dark cycle with the lights on from 7 am until 7 pm. Carbon dioxide inhalation was used for euthanasia, consistent with the recommendations of the Panel of Euthanasia of the American Veterinary Medical Association. Briefly, Mice were euthanized by first subjecting them to carbon-dioxide narcosis, by induction of 100% CO2 at a fill rate of 30–70% chamber volume per minute. To ensure death in an animal following CO_2_ exposure, decapitation, or major organ harvest was done while the animal was under CO_2_ narcosis.

### Genotyping

Genotyping was performed using KAPA Express Extract Kit (Fischer Scientific, 50-196-5275) and GoTaqⓇ Master Mix (Promega, M7123).

Primers per mouse line were used as follows: ElaCreERT2: Forward: 5′-GCC TGC ATT ACC GGT CGA-3′, Reverse: 5′-TAT CCT GGC AGC GAT CGC-3′; R26-TdTomato: Wild Type Forward: 5′-AAA GGA GCT GCA GTG GAG TA-3′, Wild Type Reverse: 5′-CCG AAA ATC TGT GGG AAG TA-3′, tdTomato Mutant Forward: 5′-CTG TTC CTG TAC GGC ATG G-3′, tdTomato Mutant Reverse: 5′-GGC ATT AAA GCA GCG TAT CC-3′; Fak^floxed^: Forward: GAA CTT GAC AGG GCT GGT CT-3′, Reverse: 5′-CTC CAG TCG TTA TGG GAA ATC T-3′.

### Non-human primates

Cynomolgus macaques from both sexes (4–6 years old, weighing 4.5–7 kg) were purchased from Alpha Genesis Inc. NHPs were quarantined for 30 days and allowed to acclimate 1–2 weeks thereafter. Animals had free access to water and a diet of biscuits, forage mix, fruits, and vegetables. Diabetes was induced in NHPs using Streptozotocin (55 mg/kg IV)^56^. After induction of diabetes in the NHPs via IV STZ administration, NHPs received insulin therapy at a dose of ~1 unit/kg/day, 80% of the insulin dose came from long-acting insulin (Insulin glargine) divided into 2 doses, and 20% came from ultrashort-acting insulin (Insulin Lispro) that was given 10 min before meals (2 meals daily) according to a sliding scale. Blood glucoses were checked before the meals at 8 AM and 5 PM, respectively. Insulin doses were titrated daily in view of the blood glucose to maintain blood glucose ~60–200 mg/dl.

Ketamine was administered to anesthetize the NHP. Once the NHP was anesthetized, Euthasol (>150 mg/kg) was then administered IV. Signs and symptoms of death which include: decreased heart rate, loose jaw tone, decreased respiratory rate, and lack of body movement were monitored. Confirmation of death was made by the observation of no heart rate, no respirations, and no jaw tone.

### Streptozotocin treatment

Mice were treated with either low-dose (40 mg/kg) on 3 consecutive days or one time high-dose (150 mg/kg) of streptozotocin (Sigma-Aldrich, S0130) to achieve partial or near-complete β-cell ablation, respectively.

### Tamoxifen treatment

For Cre-recombinase activation, ElaCreERT2;R26^*Tom*^, ElaCreERT2;R26^*Tom*^;*Fak*^*wt/wt*^, and ElaCreERT2;R26^*Tom*^;*Fak*^*wt/fl*^, mice were gavaged once daily with 5 mg Tamoxifen (Sigma-Aldrich, T5648) dissolved in corn oil for 3 days, as described elsewhere^57,58^.

### Insulin pellets implantation

LinBit implants (LinShin Canada Inc., As-10L) were placed subcutaneously under the mid dorsal skin. The dosages used in this study were according to the manufacturer’s recommendation. Briefly, 2 LinBit implants were used for the first 20 g in body weight. For each additional 5 g, another implant would be added.

### FAK inhibitor treatment

PF-562271 (Medkoo Biosciences, Inc., 202228) was dissolved in 5% DMSO and administered with 5% GelucireⓇ 44/14 (Gattefosse) dissolved in sterile water. PF-562271 (50 mg/kg) was given via oral gavage (20 Gauge) twice a day, as described elsewhere^28^.

### Immunohistology

Tissue processing, and immunostaining were performed as previously described^26,32,58–60^. Briefly, harvested pancreata were fixed overnight at 4 °C in 4% paraformaldehyde and were either processed for paraffin embedding or incubated in 30% sucrose solution overnight at 4 °C and subsequently embedded with OCT compound. Sections were permeabilized with 0.1% PBS/Triton X-100, washed in PBS and blocked for 30 min in 10% normal donkey serum (NDS) in 0.1% PBS/Triton X-100. Primary antibodies were incubated overnight at 4 °C, while secondary antibodies were incubated for one hour at room temperature.

The following antibodies were used: goat anti-Amylase (1:250, Santa Cruz, sc-12821); rat anti BrdU (1:100, Abcam, ab6325); rabbit anti-Glucagon (1:1000, Linco/Millipore, 4031-01 F); rabbit anti-Glut2 (1:50, Santa Cruz, sc-31825); guinea pig anti-Insulin (1:400, Abcam, ab195956); rabbit anti-Insulin (1:500, Abcam, ab181547); rat anti-ki-67 (1:250, Invitrogen, 14-5698-82); rabbit anti-Nkx6.1 (1:150, Abcam, ab221549); goat anti-Pdx1 (1:100, Abcam, ab47383).

All of the following secondary antibodies used for immunostaining were purchased from Jackson ImmunoResearch Laboratories: biotin-conjugated anti-rabbit (1:500, 711-066-152), biotin-conjugated anti-rat (1:500, 712-066-153), biotin-conjugated anti-guinea pig (1:500, 706-065-148), biotinconjugated anti-goat (1:250, 705-065-147); Cy2-conjugated streptavidin (1:500, 016-540-084); Cy3-conjugated streptavidin (1:500, 016-160-084); Cy5-conjugated streptavidin (1:100, 016-600-084); Cy2-conjugated anti-guinea pig (1:300, 706-545-148), Cy3-conjugated anti-guinea pig (1:300, 706-166-148), Cy2-conjugated anti-rabbit (1:300, 711-485-152), Cy3-conjugated anti-rabbit (1:300, 711-165-152), Cy2-conjugated anti-rat (1:300, 712-545-153), Cy3-conjugated anti-rat (1:300, 712-166-150), Cy2-conjugated anti-goat (1:300, 705-545-147) and Cy3-conjugated anti-goat (1:300, 705-165 147).

### Single-molecule in situ hybridization

Tissues were fixed in 4% PFA and processed for paraffin embedding, and cut into 5 μm sections. The RNAscope Red Detection kit (Advanced Cell Diagnostics, 322360-USM) was used for detection of mouse *insulin 1* (ACD, 414661) according to the manufacturer’s instructions.

### Fluorescent Imaging

Imaging of pancreatic tissue sections was performed using a Leica Dmi8 fluorescent light microscope at 10×, 20×, or 63x objectives using LASX software. The microscope is equipped with 405, 488, 568, and 647 nm filters.

### Confocal imaging

Sections were imaged using a Leica Stellaris 5 confocal laser scanning microscope at 20× or 63× objectives using LASX software. Final figures were composed using Adobe Photoshop.

### Transmission electron microscopy

TEM was performed as previously described^61^. Briefly, after fixation (2.5% glutaraldehyde, 2% PFA in 0.1 M sodium phosphate buffer), tissues were rinsed twice in 0.1 M monosodium phosphate for 30 min and then placed in 1% osmium tetroxide in water for 1 h. Tissues were rinsed twice in deionized water. The samples were then dehydrated in serial concentrations of ethanol. Then tissues were placed were preinfiltrated in half resin/half propylene oxide overnight. The next day, tissues were infiltrated in 100% resin for 5 h, and were then embedded with fresh resin and polymerized at 60 °C overnight. The embedded tissues were sectioned with a Leica EM UC6 ultramicrotome. The sections were stained with 4% aqueous uranyl acetate for 30 min and 2 min in 0.2% lead citrate in 0.1 N sodium hydroxide (NaOH). TEM imaging was performed using Thermo Scientific Ceta 16 MP camera.

### Intraperitoneal glucose tolerance test (IPGTT)

Overnight 16-h-fasted mice were injected I.P. with 2 g/kg glucose (Sigma-Aldrich, G7528). Blood glucose was measured from the tail vein at 0, 15, 30, 60, 90, and 120 min after injection using glucometer (Contour NEXT EZ)^61^.

### BrdU-labeling

BrdU (0.8 g/L) (Sigma-Aldrich, B9285) was provided in drinking water during the FAKi treatment with the water changed daily.

### Measurement of serum pancreatic enzymes

Approximately 50 μl of blood from the tail vein were collected via the Microvette CB300 Capillary Blood Collection Tube. Serum pancreatic enzyme concentrations were measured using a mouse amylase ELISA kit (LifeSpan BioSciences, LS-F9289) and mouse lipase ELISA kit (Aviva System Biology, OKCD07269).

### Islet isolation

Pancreas digestion and islet isolation Islets (approximately 1200 islets for each cohort) were isolated from the vehicle- (*n* = 5) or FAKi-treated (*n* = 5) mice following a previously published protocol^62^. Briefly, the pancreatic duct was infused, and the pancreas was subsequently digested with type V collagenase (1.4 mg/ml). The islets were separated from the exocrine tissue with the Histopaque gradient solution (100 ml Histopaque 1077 and 120 ml Histopaque 1119) (Sigma-Aldrich, 10771 & 11191) and then washed with Hanks’ Balanced Salt Solution (Gibco) containing 20 mM Hepes buffer (Gibco) and 0.2% bovine serum albumin (Sigma-Aldrich). The islets were then handpicked to eliminate contamination from exocrine tissue.

### 10X Genomics (single-cell RNA-Seq)

Single cells were stained using trypan blue for visualization, counting, and viability assessment using the Countess II Automated Cell Counter and diluted as needed to a final concentration of 700–1200 cells/μl in 1x PBS + 0.04% BSA. A minimum of two reproducible counts with SD < 25% were required before droplet preparation. Cell viability was 75–76%. A total of 8832 for the vehicle- and 8437 cells for the FAKi-treated samples were used for sequencing. Cells were processed with Chromium Next Gem single Cell 3′ GEM Library and Gel Bead Kit v 3.1 (10X Genomics) according to manufacturer instructions. Briefly, cells diluted in master mix containing reverse transcription reagents and primer and were transferred to the ChromiumChip with gel beads and partitioning oil for preparation of nanoliter-scale Gel Bead-In-Emulsions (GEMs). Reverse transcription produced cDNA with a cellular 10X barcode and UMI, and was recovered with Dynabeads MyOne SILANE magnetic beads. Subsequently, the cDNA underwent 12 cycles of amplification before clean-up using SPRIselect Reagent (Beckman). Total cDNA yield was calculated following quality assessment (High Sensitivity D5000 ScreenTape, Agilent) and fluorometric quantitation (Qubit, ThermoFisher).

Libraries were constructed by enzymatic fragmentation, end repair, and A-tailing according to the manufacturer’s instructions. A double-sided SPRIselect Reagent (Beckman) clean up prepared samples for adapter ligation and another round of magnetic bead clean-up before sample indexing PCR for 12 cycles. A further double-sided size selection produced libraries of ~400 bp, which were quantified for paired-end sequencing (26 bp × 98 bp).

The standard 10x Genomics protocol (CellRanger V6.0172) was used to generate gene-cell expression matrices. Preliminary QC including correcting for batch effects on the FASTQ files was performed (CellRanger) before aggregating the libraries. Seurat (V3.1, R package) was used to determine filter criteria according to the median number of genes and mitochondrial gene percent via QC plots. Gene counts were normalized using SCRAN (v1.22.1)^63^ for each sample separately. Log-transformed counts using natural log and pseudocount 1 were calculated for downstream integration. Highly-variable genes (HVGs) were calculated per sample^64^ to select HVGs unaffected by sample variance. Samples were integrated with scanorama^65^ (v1.7.1) using 8000 HVGs. Clustering was performed on the k-nearest neighbor graph (k = 15) calculated from the integrated embedding using Louvain clustering^66^ with resolution 1. The integrated embedding was reduced to 50 principal components before calculating the neighborhood graph. Cell types were annotated based on canonical marker genes, and unbiased cell type annotation using relevant references. Differentially expressed genes were identified across the clusters, and false discovery rate correction was done using Benjamini–Hochberg correction. Functional enrichment was done using clusterProfiler resources from MSigDB. Pseudotime analysis was performed using Slingshot, and differentially expressed genes along the trajectory were identified using Monocle2, and visualized as heatmaps ordered based on the pseudotime.

### Measurements of β-cell mass

β-cell mass quantification was performed as previously described^67^. Briefly, sections at 200–300 μm intervals of the whole pancreas were stained with insulin and glucagon. The cross-sectional area of β-cells and cross-sectional area of total tissue were measured by ImageJ software. The β-cell mass of each pancreas was calculated by multiplying the average value of relative cross-sectional area of each cell type and the weight of the pancreas.

### Measurements of β-cell area

To estimate the β-cells area, NHP pancreas from naive, STZ-treated only or STZ+FAKi treated were harvested, sectioned, and immunostained for insulin and glucagon. Sections (8–10 μm) were collected serially so that each slide would contain semi-adjacent sections across the entire tissue. Data were obtained by analyzing different sections of pancreas i.e., from head, body, and tail. Ratio of Insulin/Pancreas area were quantified using ImageJ software.

### Quantification analysis

To calculate the percentage of intra-islet Tom^+^/Ins^-^, or Tom^+^/Ins^+^ cells in FAKi-treated mice, whole pancreata were sectioned, and sections separated by 200–300 μm were stained for insulin. To calculate the percentage of BrdU^+^/Ins^+^ cells in mice, whole pancreata were sectioned, and sections separated by 200–300 μm were stained for insulin and BrdU. Data were obtained by analyzing ~70–80 islets per mouse. Captured images of islets were analyzed using ImageJ software.

### Statistical analysis

AUC for GTT was calculated by the trapezoidal method. Comparisons between 2 groups were made using unpaired, two-tailed t-test as indicated. Comparison between multiple groups was made using one-way or two-way ANOVA as indicated followed by the Holm-Sidak test for multiple comparisons. *P* < 0.05 was considered as statistically significant. Statistical analysis was performed using GraphPad Prism 9 software (GraphPad software version 9.2.0, San Diego, CA). Unless specified, data in the text, table and figures is expressed as a mean ± standard deviation (SD).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNAseq data generated in this study have been uploaded to the Gene Expression Omnibus under accession number: GSE251852. Source data are provided with this paper.

## References

[1] Shapiro AM, Pokrywczynska M, Ricordi C (2017). Clinical pancreatic islet transplantation. Nat. Rev. Endocrinol.

[2] Bernal-Mizrachi E (2014). Human beta-cell proliferation and intracellular signaling part 2: still driving in the dark without a road map. Diabetes.

[3] Kulkarni RN, Mizrachi EB, Ocana AG, Stewart AF (2012). Human beta-cell proliferation and intracellular signaling: driving in the dark without a road map. Diabetes.

[4] Stewart AF (2015). Human beta-cell proliferation and intracellular signaling. Diabetes.

[5] Basile G (2022). Emerging diabetes therapies: bringing back the beta-cells. Mol Metab.

[6] Bonner-Weir S (2008). Transdifferentiation of pancreatic ductal cells to endocrine beta-cells. Biochem. Soc. Trans.

[7] Criscimanna A (2011). Duct cells contribute to regeneration of endocrine and acinar cells following pancreatic damage in adult mice. Gastroenterology.

[8] Al-Hasani K (2013). Adult duct-lining cells can reprogram into beta-like cells able to counter repeated cycles of toxin-induced diabetes. Dev. Cell.

[9] Zhang M (2016). Growth factors and medium hyperglycemia induce Sox9+ ductal cell differentiation into beta cells in mice with reversal of diabetes. Proc. Natl Acad. Sci. USA.

[10] Lee J (2013). Expansion and conversion of human pancreatic ductal cells into insulin-secreting endocrine cells. Elife.

[11] Qadir MMF (2018). P2RY1/ALK3-expressing cells within the adult human exocrine pancreas are BMP-7 expandable and exhibit progenitor-like characteristics. Cell Rep..

[12] Thorel F (2010). Conversion of adult pancreatic alpha-cells to beta-cells after extreme beta-cell loss. Nature.

[13] Yang YP, Thorel F, Boyer DF, Herrera PL, Wright CV (2011). Context-specific {alpha}-to-{beta}-cell reprogramming by forced Pdx1 expression. Genes Dev.

[14] Xiao X (2018). Endogenous reprogramming of alpha cells into beta cells, induced by viral gene therapy, reverses autoimmune diabetes. Cell Stem Cell.

[15] Furuyama K (2019). Diabetes relief in mice by glucose-sensing insulin-secreting human alpha-cells. Nature.

[16] Lemper M (2015). Reprogramming of human pancreatic exocrine cells to beta-like cells. Cell Death Differ.

[17] Zhou Q, Brown J, Kanarek A, Rajagopal J, Melton DA (2008). In vivo reprogramming of adult pancreatic exocrine cells to beta-cells. Nature.

[18] Li W (2014). Long-term persistence and development of induced pancreatic beta cells generated by lineage conversion of acinar cells. Nat. Biotechnol..

[19] Li W (2014). In vivo reprogramming of pancreatic acinar cells to three islet endocrine subtypes. Elife.

[20] Lim ST, Mikolon D, Stupack DG, Schlaepfer DD (2008). FERM control of FAK function: implications for cancer therapy. Cell Cycle.

[21] Sulzmaier FJ, Jean C, Schlaepfer DD (2014). FAK in cancer: mechanistic findings and clinical applications. Nat. Rev. Cancer.

[22] Schaller MD (1992). pp125FAK a structurally distinctive protein-tyrosine kinase associated with focal adhesions. Proc. Natl Acad. Sci. USA.

[23] Cai EP (2012). In vivo role of focal adhesion kinase in regulating pancreatic beta-cell mass and function through insulin signaling, actin dynamics, and granule trafficking. Diabetes.

[24] Mamidi A (2018). Mechanosignalling via integrins directs fate decisions of pancreatic progenitors. Nature.

[25] Shih HP, Panlasigui D, Cirulli V, Sander M (2016). ECM signaling regulates collective cellular dynamics to control pancreas branching morphogenesis. Cell Rep..

[26] Rodriguez, U. A. et al. Focal adhesion kinase-mediated signaling controls the onset of pancreatic cell differentiation. *Development*, 10.1242/dev.200761 (2022).10.1242/dev.200761PMC948233636017799

[27] Parsons JT, Slack-Davis J, Tilghman R, Roberts WG (2008). Focal adhesion kinase: targeting adhesion signaling pathways for therapeutic intervention. Clin. Cancer Res..

[28] Roberts WG (2008). Antitumor activity and pharmacology of a selective focal adhesion kinase inhibitor, PF-562,271. Cancer Res..

[29] Infante JR (2012). Safety, pharmacokinetic, and pharmacodynamic phase I dose-escalation trial of PF-00562271, an inhibitor of focal adhesion kinase, in advanced solid tumors. J. Clin. Oncol..

[30] Gao, C. et al. FAK/PYK2 promotes the Wnt/beta-catenin pathway and intestinal tumorigenesis by phosphorylating GSK3beta. *Elife*, 10.7554/eLife.10072 (2015).10.7554/eLife.10072PMC455878226274564

[31] Ji B (2008). Robust acinar cell transgene expression of CreErT via BAC recombineering. Genesis.

[32] Criscimanna A, Coudriet GM, Gittes GK, Piganelli JD, Esni F (2014). Activated macrophages create lineage-specific microenvironments for pancreatic acinar- and beta-cell regeneration in mice. Gastroenterology.

[33] Bader E (2016). Identification of proliferative and mature beta-cells in the islets of Langerhans. Nature.

[34] Gregg BE (2012). Formation of a human beta-cell population within pancreatic islets is set early in life. J Clin Endocrinol Metab.

[35] Hutton JC, O’Brien RM (2009). Glucose-6-phosphatase catalytic subunit gene family. J Biol Chem.

[36] Kahn SE (1990). Evidence of cosecretion of islet amyloid polypeptide and insulin by beta-cells. Diabetes.

[37] Banerjee RR (2016). Gestational diabetes mellitus from inactivation of prolactin receptor and MafB in islet beta-cells. Diabetes.

[38] van Gurp, L. et al. A transcriptomic roadmap to alpha- and beta-cell differentiation in the embryonic pancreas. *Development*, 10.1242/dev.173716 (2019).10.1242/dev.17371631160419

[39] Camunas-Soler J (2020). Patch-seq links single-cell transcriptomes to human islet dysfunction in diabetes. Cell Metab..

[40] Fukaishi T (2021). Characterisation of Ppy-lineage cells clarifies the functional heterogeneity of pancreatic beta cells in mice. Diabetologia.

[41] Rao A (2020). Determination of secretory granule maturation times in pancreatic islet beta-cells by serial block-face electron microscopy. J. Struct. Biol..

[42] Nir T, Melton DA, Dor Y (2007). Recovery from diabetes in mice by beta cell regeneration. J. Clin. Invest.

[43] Porat S (2011). Control of pancreatic beta cell regeneration by glucose metabolism. Cell Metab..

[44] Dor Y (2006). beta-Cell proliferation is the major source of new pancreatic beta cells. Nat. Clin. Pract. Endocrinol. Metab..

[45] Wollny D (2016). Single-cell analysis uncovers clonal acinar cell heterogeneity in the adult pancreas. Dev. Cell.

[46] Ma Z (2022). Single-cell transcriptomics reveals a conserved metaplasia program in pancreatic injury. Gastroenterology.

[47] Neuhofer P (2021). Acinar cell clonal expansion in pancreas homeostasis and carcinogenesis. Nature.

[48] Muraro MJ (2016). A single-cell transcriptome atlas of the human pancreas. Cell Syst..

[49] Segerstolpe A (2016). Single-cell transcriptome profiling of human pancreatic islets in health and type 2 diabetes. Cell Metab..

[50] Tosti L (2021). Single-nucleus and in situ RNA-sequencing reveal cell topographies in the human pancreas. Gastroenterology.

[51] Leduc EH, Jones EE (1968). Acinar-islet cell transformation in mouse pancreas. J. Ultrastruct. Res..

[52] Kusmartseva I (2020). Temporal analysis of amylase expression in control, autoantibody-positive, and type 1 diabetes pancreatic tissues. Diabetes.

[53] Kahraman S (2022). Abnormal exocrine-endocrine cell cross-talk promotes beta-cell dysfunction and loss in MODY8. Nat. Metab..

[54] Madisen L (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat. Neurosci.

[55] Beggs HE (2003). FAK deficiency in cells contributing to the basal lamina results in cortical abnormalities resembling congenital muscular dystrophies. Neuron.

[56] Liu Z (2020). Induction of diabetes in cynomolgus monkey with one shot of analytical grade streptozotocin. Animal. Model Exp. Med..

[57] Wen HJ (2019). Myeloid cell-derived HB-EGF drives tissue recovery after pancreatitis. Cell Mol. Gastroenterol. Hepatol..

[58] Rodriguez UA (2021). Alpha to beta cell conversion in the postpartum mouse pancreas involves lgr5 progeny. Diabetes.

[59] Tandon M (2019). Prolactin promotes fibrosis and pancreatic cancer progression. Cancer Res..

[60] Criscimanna, A. et al. PanIN-specific regulation of Wnt signaling by HIF2alpha during early pancreatic tumorigenesis. *Cancer Res.*10.1158/0008-5472.CAN-13-0566 (2013).10.1158/0008-5472.CAN-13-0566PMC373683923749643

[61] Saleh, M. et al. Chemical pancreatectomy treats chronic pancreatitis while preserving endocrine function in preclinical models. *J. Clin. Invest.* 131, 10.1172/JCI143301 (2021).10.1172/JCI143301PMC784323133351784

[62] Bertera, S., Balamurugan, A. N., Bottino, R., He, J. & Trucco, M. Increased yield and improved transplantation outcome of mouse islets with bovine serum albumin. *J. Transplant.***2012**, 856386 (2012).10.1155/2012/856386PMC352360923304445

[63] Lun AT, Bach K, Marioni JC (2016). Pooling across cells to normalize single-cell RNA sequencing data with many zero counts. Genome Biol.

[64] Luecken MD (2022). Benchmarking atlas-level data integration in single-cell genomics. Nat. Methods.

[65] Hie B, Bryson B, Berger B (2019). Efficient integration of heterogeneous single-cell transcriptomes using Scanorama. Nat. Biotechnol..

[66] Blondel VD, Guillaume JL, Hendrickx JM, de Kerchove C, Lambiotte R (2008). Local leaders in random networks. Phys. Rev. E Stat. Nonlin. Soft. Matter. Phys..

[67] Sehrawat A (2020). SMAD7 enhances adult beta-cell proliferation without significantly affecting beta-cell function in mice. J. Biol. Chem..

# Supplementary material for: Acinar to β-like cell conversion through inhibition of focal adhesion kinase
**Source:** Nat Commun. 2024 May 3;15:3740. doi: 10.1038/s41467-024-47972-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Fig. 1

Wild type (FAKi-treated)

GCG AMY INS Dapi

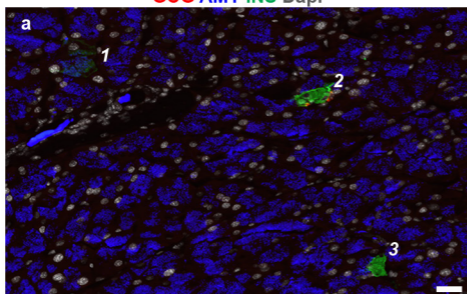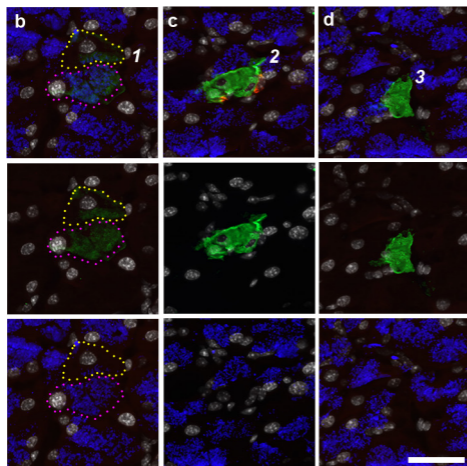

**Supplementary Figure 1. Appearance of cells expressing insulin and amylase following FAKi treatment.**

**(a-d)** Representative images of the pancreas obtained from wild type mice treated with FAKi ( $n = 5$ ). Immunostaining for detection of insulin, glucagon and amylase showing clusters of amylase<sup>+</sup>/insulin<sup>+</sup> cells (**1 in a and b**). Yellow and pink dots in **(b)** mark an insulin<sup>low</sup>/amylase<sup>-</sup> cell and an adjacent insulin<sup>low</sup>/amylase<sup>+</sup> cell, respectively. **(c)** shows a small islet whereas **(d)** highlights two insulin-expressing cells within the acinar compartment. Scale bar = 20  $\mu$ m.

ElaCreERT2;R26<sup>Tom</sup> (FAKi-treated)

Tom Glut2 INS Dapi

Large cluster

Tom INS AMY Dapi

Small cluster

Single cell

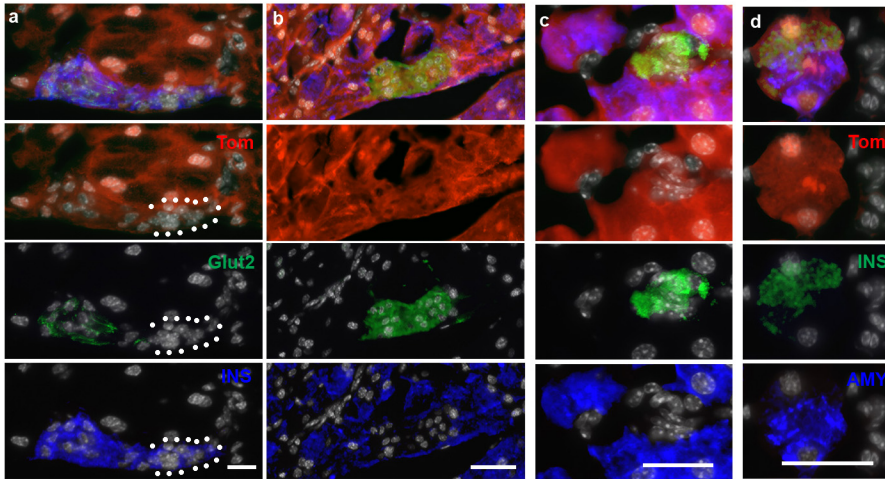

Tom INS Nkx6.1 Dapi

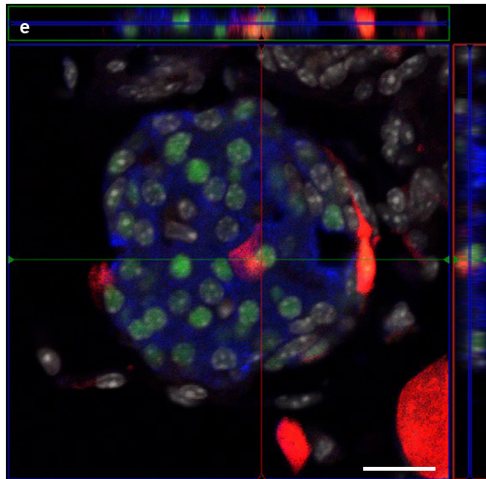

**Supplementary Figure 2. Inhibition of FAK leads to acinar lineage conversion to insulin-producing cells.**

**(a- d)** Imaging of tamoxifen-induced *ElaCreERT2,R26<sup>Tom</sup>* mice treated with FAKi showing *Tom<sup>+</sup>/insulin<sup>+</sup>* cells outside the endocrine islets. *n* = 5 mice from 3 independent experiments. Fluorescent imaging of Tomato in conjunction with insulin and GLUT2 **(a)**, or insulin and amylase **(b-d)** showing *Tom<sup>+</sup>/insulin<sup>+</sup>* cells in large clusters **(a, b)**, small clusters **(c)**, or single cells **(d)**. Dotted line in **(a)** highlights *Tom<sup>+</sup>/Insulin<sup>+</sup>/GLUT2<sup>-</sup>* cells next to cells expressing *Glut2*. **(e)** Confocal fluorescent imaging of Tomato in conjunction with insulin and *Nkx6.1*. Scale bar = 20  $\mu\text{m}$ .

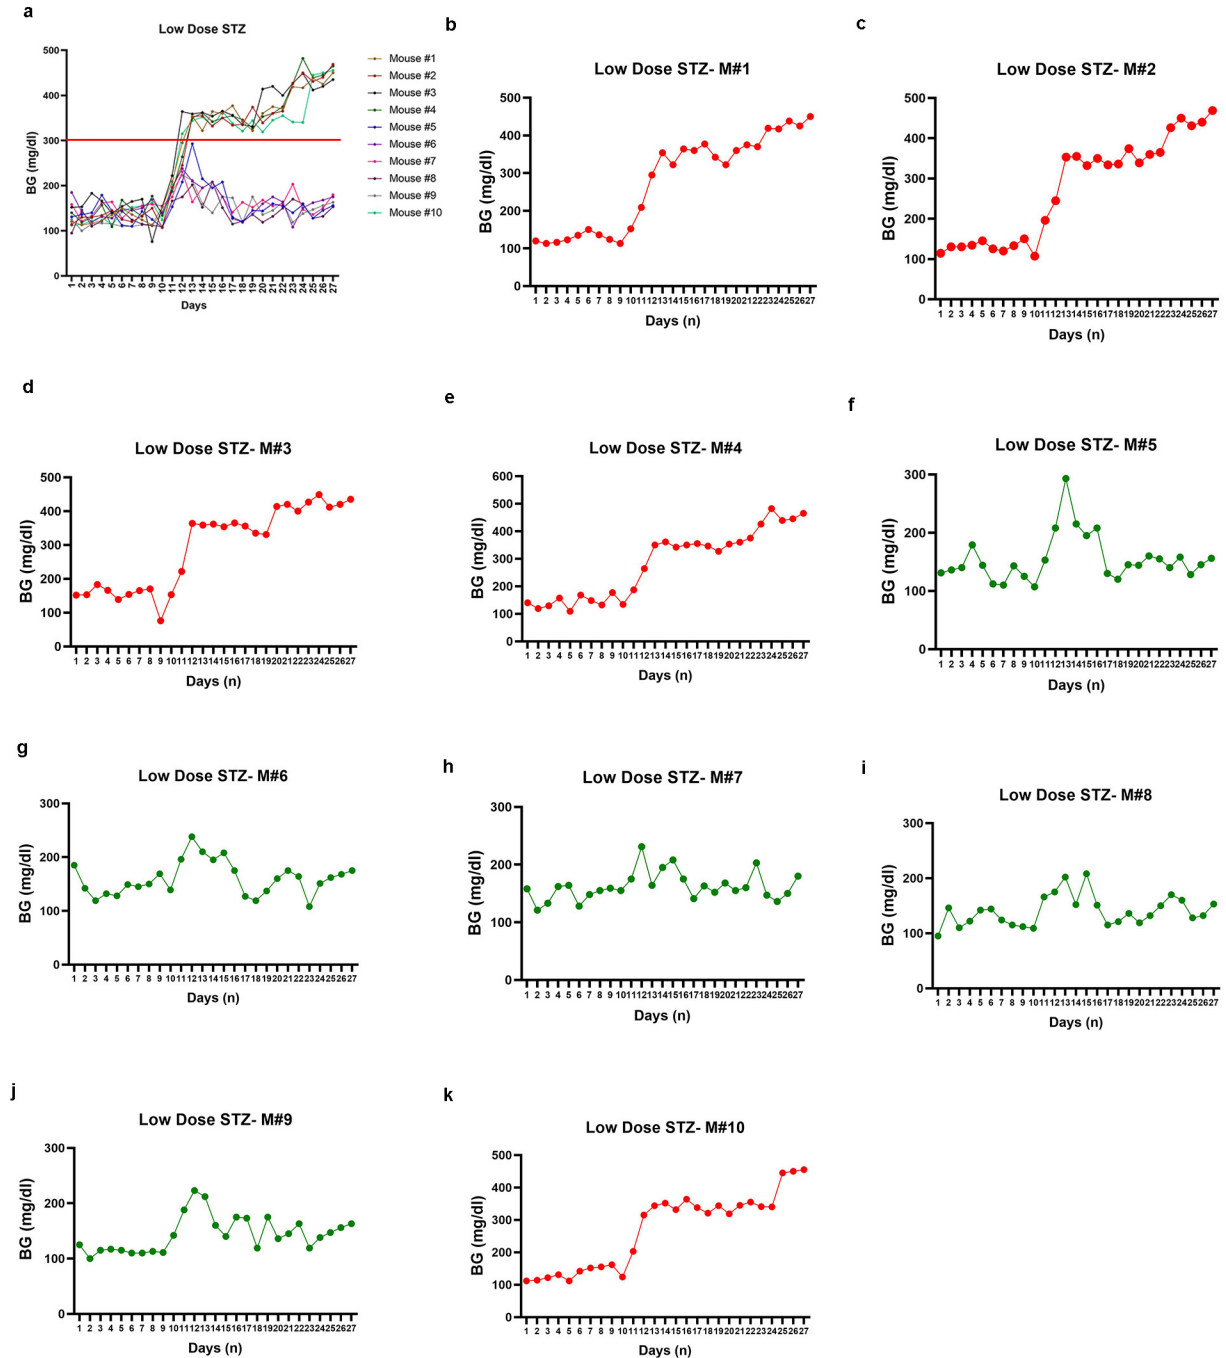

**Supplementary Figure 3. Spontaneous blood glucose recovery was observed only in mice with BG below 300mg/dl.**

**(a-k)** Graphs showing combined **(a)** or individual **(b-k)** average weekly BG values based on daily BG measurements in wild type mice treated with low dose STZ (n = 10). Red line in **(a)** mark the critical BG value (300mg/dl) above which no spontaneous recovery could be observed. Source data are provided as a Source Data file.

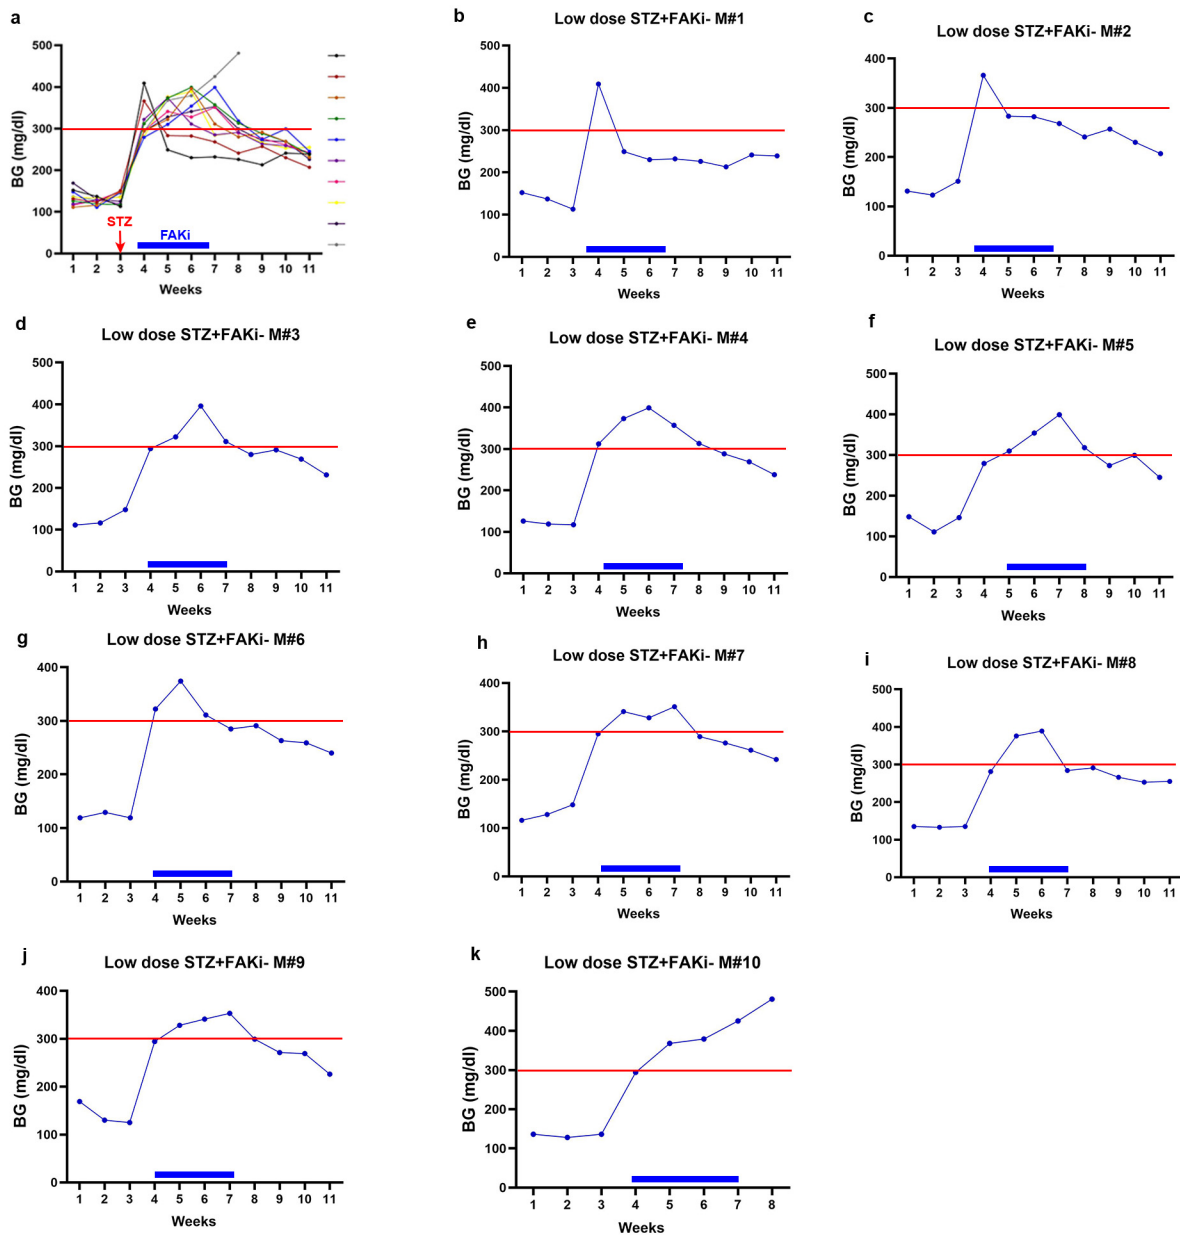

**Supplementary Figure 4. FAKi treatment ameliorates blood glucose homeostasis in diabetic mice.**

**(a-k)** Graph showing average weekly BG values based on daily BG measurements in wild type mice treated with low-dose STZ followed by FAKi treatment ( $n = 10$  mice).

**(b-k)** Individual graphs for average weekly BG in wild type mice treated with low-dose STZ followed by FAKi treatment. Red lines mark the critical BG value of 300mg/dl and blue bars on the x-axis denotes the period of FAKi treatment. Source data are provided as a Source Data file.

Supplementary Fig. 5

Wild type mouse (STZ + FAKi)

INS ki67 Dapi

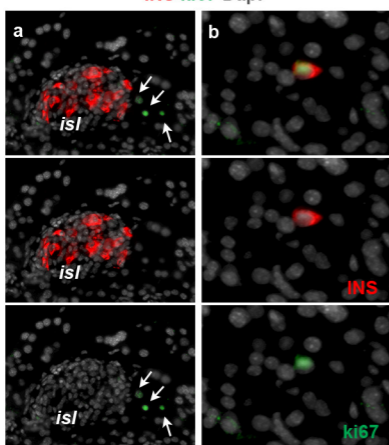

**Supplementary Figure 5. Insulin-producing cells within islets do not proliferate.**

**(a, b)** Immunofluorescent imaging for detection of insulin and ki-67 on tissues obtained from wild type mice treated with high-dose STZ followed by FAKi showed single insulin-producing cells that expressed ki-67 (n = 3). Arrows in **(a)** show ki-67<sup>+</sup> cells next to a cluster of endocrine cells.

Scale bar = 20  $\mu$ m.

a

STZ treated NHP #1

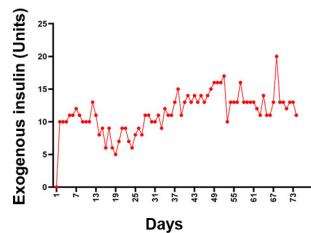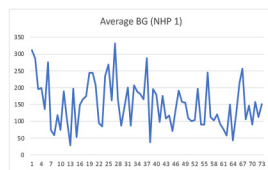

STZ treated NHP #2

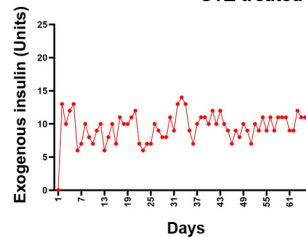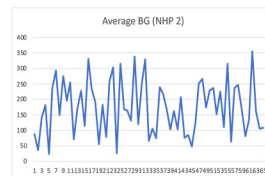

STZ treated NHP #3

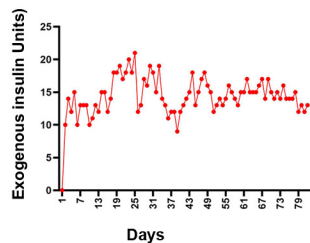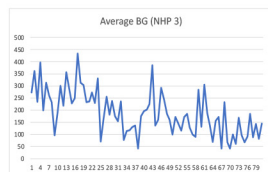

STZ treated NHP #4

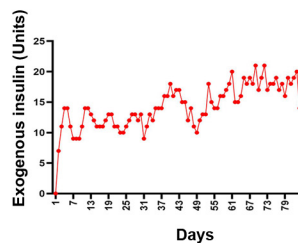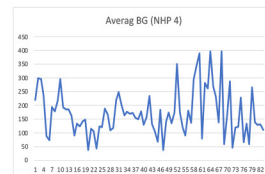

b

STZ + FAKi treated NHP

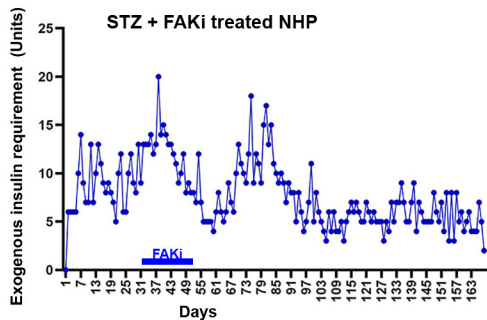

Average BG (NHP FAKi)

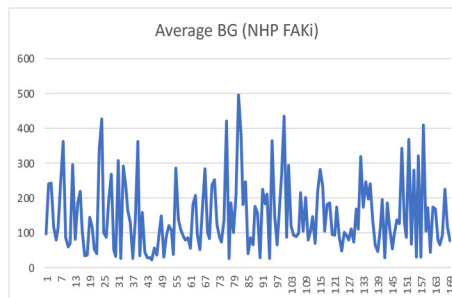

**Supplementary Figure 6. FAKi treatment improves blood glucose levels in diabetic NHP.**

**(a, b)** Graphs showing individual average weekly exogenous insulin requirements based on daily measurements in NHPs treated with STZ ( $n = 4$ ) **(a)** or STZ followed by FAKi treatment ( $n = 1$ ) **(b)**.

Data is presented as mean  $\pm$  SD. Source data are provided as a Source Data file.

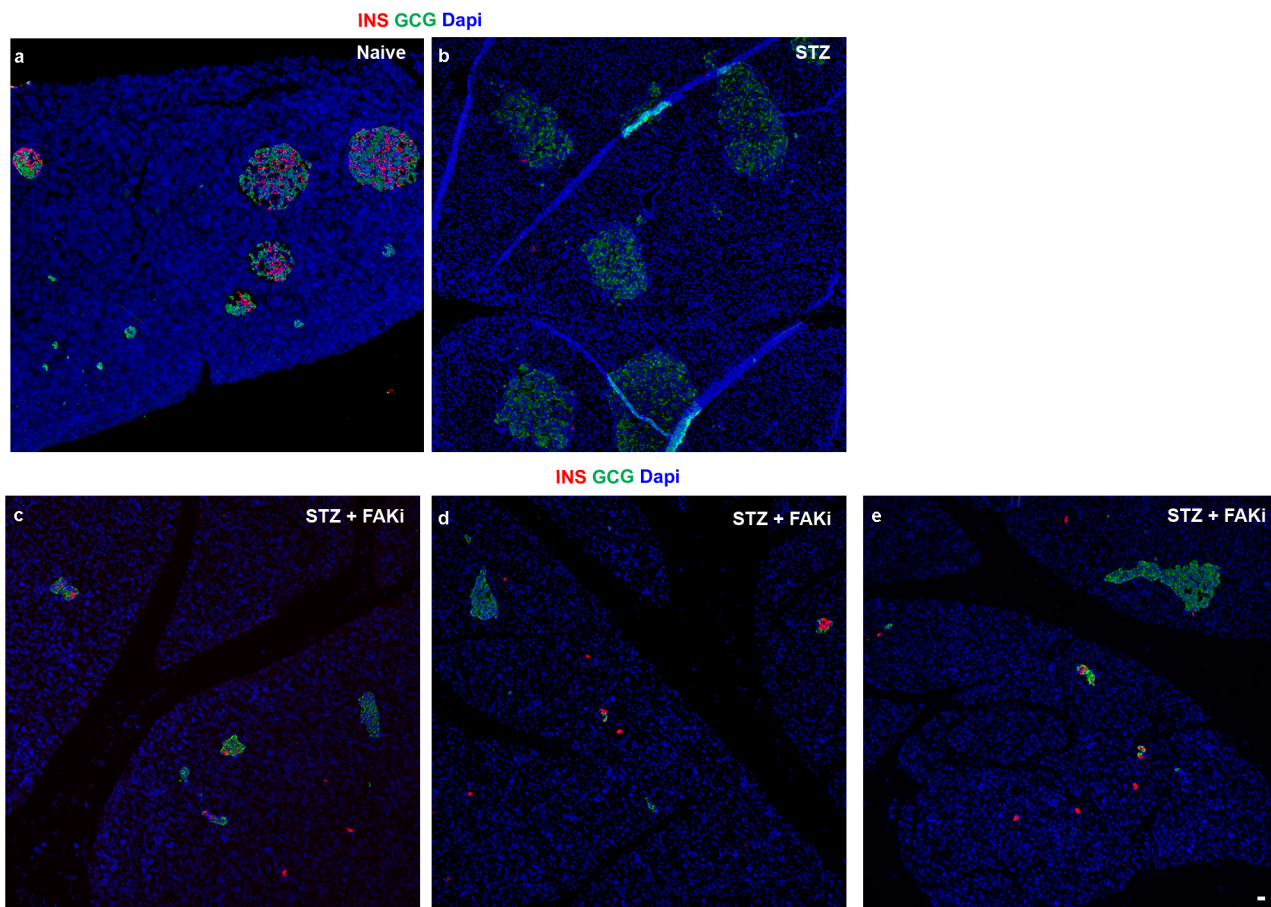

**Supplementary Figure 7. FAKi treatment leads to increased  $\beta$ -cell area in NHP following near total  $\beta$ -cell ablation.**

**(a, b)** Low magnification immunofluorescent imaging for detection of insulin and glucagon of representative islets obtained from naïve NHP **(a)**, STZ-treated NHP **(b)** or STZ+FAKi NHP **(c-e)** ( $n = 1$  per group).

**Supplementary Figure 8. scRNA-seq analysis of FAKi-treated acinar- and  $\beta$ -cells.**

**(a)** UMAP of the identified clusters across the single cell dataset defined by specific color.

**(b)** Dot plot showing gene expression of known markers of  $\alpha$ -,  $\beta$ -,  $\gamma$ -, PP-, ductal-, acinar-, immune- or endothelial cells.

**(c, d)** Gene ontology terms of the differentially expressed genes (DEGs) across cluster 1 vs cluster 2 acinar cells in vehicle-treated **(c)** or FAKi-treated **(d)** samples. The cnet plot shows the link between the genes and biological processes, and the color of the genes corresponds to fold change.

**a** Day 1 post-FAKi treatment

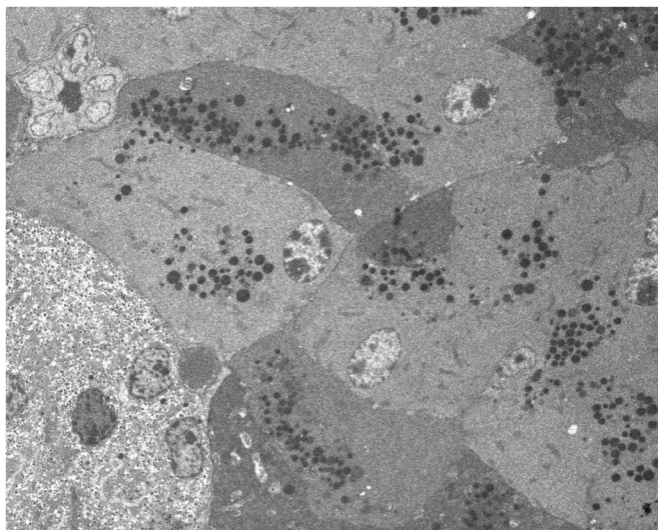

**b** Day 10 post-FAKi treatment

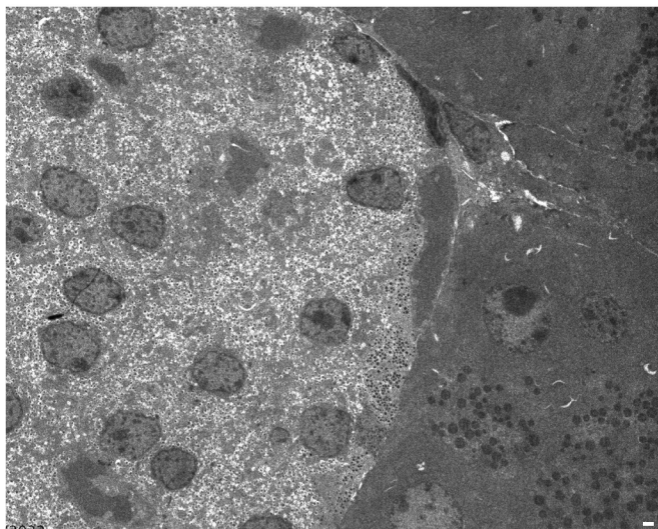

**Supplementary Figure 9. Loss of peri-islet hybrid acinar/ $\beta$ -cells following FAKi treatment.**

**(a, b)** TEM of mouse pancreas showing peri-islet area after one **(a)** day and ten days **(b)** of completion of FAKi-treatment.  $n = 3$  for each cohort. Scale bar = 2 $\mu$ m.

# Supplementary material for: Acinar to β-like cell conversion through inhibition of focal adhesion kinase
**Source:** Nat Commun. 2024 May 3;15:3740. doi: 10.1038/s41467-024-47972-4
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------|
| Data collection | CellRanger (V6.0172)<br>Seurat (V3.1, R package)<br>LASX software (1.4.5 277713)<br>Adobe Photoshop (25.3.1)<br>Philips EM 208 |
| Data analysis   | Image J<br>Graph Pad Prism software (version 9.2.0)<br>Microsoft Excel (16.77.1)                                               |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data generated in this study have been uploaded to the Gene Expression Omnibus under accession number: GSE251852 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE251852>).

Source Data files underlying the graphs are presented in Supplementary information.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on previously published literature of the similar subject (PMID:34582892, PMID:33351784 and PMID:32122971) as well as the evaluation of animal ethics versus ability to obtain sufficient samples for statistical analysis. AUC for GTT was calculated by the trapezoidal method. Comparisons between 2 groups were made using unpaired, 2-tailed t-test as indicated. Comparison between multiple groups was made using one way ANOVA followed by the Holm-Sidak test for multiple comparisons. Significance was presented as asterisks, calculated by Graph Pad Software, as described under Methods.                                                                                                                                                                                                                                                                                                                  |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All attempts at replication of data included in this manuscript were successful. Biological replicates were at least n=5 unless otherwise stated. These are clearly shown with dot-plot overlaying the bar graphs.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | There was no randomization as there were no clinical studies nor patient participants were involved. Aged matched animals were randomly allocated to groups for different treatments (saline, STZ, vehicle or FAKi).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | For the lineage tracing studies, the investigators were not blinded to allocations during experiments or analysis, as Tomato+ cells invading islets (with or without insulin expression) as the result of FAKi treatment were clearly visible and totally absent in the vehicle-treated cohort. For the treatment of diabetic mice, the researchers who treated the mice with saline, STZ, FAKi, or vehicle knew the type of treatment and concentration used. However, the researchers who performed the blood glucose analysis or GTT were blinded to the allocated groups. For the NHP studies, FAKi treatment, daily blood glucose measurements and daily insulin dose determination and administration were all conducted by technical staff. For the EM studies, the researchers analyzing the images were blinded to the allocated groups. The investigator performing the bioinformatic analysis was initially blinded to the allocated groups. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

goat anti-Amylase (1:250, Santa Cruz, sc-12821)  
 rat anti BrdU (1:100, Abeam, ab6326)  
 rabbit anti-Glucagon (1:1000, Linco/Millipore, 4031-01F)  
 rabbit anti-Glut2 (1:50, Santa Cruz, sc-31825)  
 guinea pig anti-Insulin (1:400, Abeam, ab195956)  
 rabbit anti-Insulin (1:500, Abeam, ab181547)  
 rat anti ki-67 (1:250, Invitrogen, 14-5698-82)  
 rabbit anti-Nkx6.1 (1:150, Abeam, ab221549)  
 goat anti-Pdx1 (1:100, Abeam, ab47383)

The following secondary antibodies were purchased from Jackson ImmunoResearch Laboratories:

biotin-conjugated anti-rabbit (1:500, 711-066-152), biotin-conjugated anti-rat (1:500, 712-066-153), biotin conjugated anti-guinea pig (1:500, 706-065-148), biotinconjugated anti-goat (1:250, 705-065-147); Cy2-conjugated streptavidin (1:500, 016-540-084); Cy3-conjugated streptavidin (1:500, 016-160-084); Cy5-conjugated streptavidin (1:100, 016-600-084); Cy2-conjugated anti-guinea pig (1:300, 706-545-148), Cy3-conjugated anti-guinea pig (1:300, 706-166-148), Cy2-conjugated anti-rabbit (1:300, 711-485-152), Cy3-conjugated anti-rabbit (1:300, 711-165-152), Cy2-conjugated anti-rat (1:300, 712-545-153), Cy3-conjugated anti-rat (1:300, 712-166-150), Cy2-conjugated anti-goat (1:300, 705-545-147) and Cy3-conjugated anti-goat (1:300, 705-165-147).

### Validation

All antibodies used have been purchased from vendors and have been validated in previous reports.

Amylase (PMID:2425877)  
 BrdU (PMID:36961817)  
 Glucagon (PMID:33906911)  
 Glut2 (PMID:29587416)  
 Guinea pig Insulin (PMID:21763240)  
 Rabbit insulin (PMID:36017799)  
 Ki-67 (PMID:26949251)  
 Nkx6.1 (PMID:33723463)  
 Pdx1 (PMID:35798741)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Species: Mus musculus and non-human primates.  
 Mouse strains: 2-6 months old C57BL/6, CDI and other genetically modified animals on a mixed background: ElaCreERT2, Fak-floxed, Rosa26-CAGTomato.  
 NHP: 4-6 years old male and female Cynomolgus macaques.

### Wild animals

This study did not involve wild animals.

### Reporting on sex

Equal number of female and male mice were used, except for the studies involving diabetic mice, where age-matched CDI female mice were used. To avoid the differences between sexes, the in vivo glucose homeostasis studies require comparison studies on age and sex-matched groups. Thus, we chose only females.

### Field-collected samples

This study did not involve samples collected from fields.

### Ethics oversight

Mice and non-human primates (NHPs) used in these studies were maintained according to protocols approved by the University of Pittsburgh Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

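The deposited files hold raw UMI counts of 19945 genes in the cells of 2 libraries, and a table of the authors' annotation of each cell. The libraries were made from islets handpicked from vehicle- and FAKi-treated mice, pooled from 5 mice each (about 1200 islets). The 8 samples of the series are read as 4 sequencing lanes of each library.

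The authors prepared the libraries with the droplet-based 3′ chemistry and counted UMIs with CellRanger. They aggregated the libraries and removed cells by detected genes and mitochondrial share with Seurat. They normalized with SCRAN, integrated the libraries with scanorama using 8000 variable genes and 50 principal components, and clustered the graph of 15 nearest neighbours by the Louvain method at resolution 1, while the deposited clusters carry the name of a graph at resolution 0.5. The deposited counts are not normalized. The percent of mitochondrial counts of each cell was computed by the authors in Seurat as the share of the cell's UMIs on mitochondrial genes, as deposited, and cells at or above their limit had been removed. The paper's text does not name the genome build, so no gene positions are given, and genes are named by the symbols of the count table. In that table, 23 gene names had been turned into dates, 2 of them repeats of another. None of the reported genes is among them. *Ero1b* of the β-cell list is listed as *Ero1lb*.

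Cell types and clusters were taken from the deposited annotation. The classes compared were acinar clusters 1 and 2 and β-cell clusters 0, 1 and 10, numbered as deposited. Endothelial and immune cells (endothelial cells, macrophages, T cells and B cells) served as the cell types that should lack acinar and hormone transcripts. UMIs were summed per cluster and library and divided by the total to give CPM. Ratios carry exact conditional binomial 95% intervals, levels exact Poisson intervals and shares Clopper-Pearson intervals. With 1 library per condition there is no test across samples, and no p-values, standard errors or counts of changed genes are given.

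Gene lists were fixed before the data were examined: 32 acinar genes, 29 β-cell genes, the lipase, peptidase and zymogen granule genes among the acinar genes, and genes the paper names, of which not all were used here. For each list the median log2 ratio (pseudocount 1 CPM) was set against 10000 random lists of the same size, matched in 20 bins of mean expression. Beside those genes, the 5 genes with the highest and the 5 with the lowest log2 ratio in each acinar comparison were reported, among genes with at least 100 UMIs in the groups compared and, where both libraries were compared, changed the same way in both. Acinar cells with β-cell neighbours were those with at least 5 β-cells among their 15 nearest neighbours on 50 principal components of 8000 variable genes. Diffusion pseudotime was computed over acinar cluster 1 and β-cells in 10 bins of equal size. Scanorama, Slingshot, Monocle2 and gene set collections were not used here, so the integration, the authors' pseudotime and the enrichment analysis were not repeated. Doublets were called with scrublet on each library.

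The computations used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, with seed 0. The intervals were tested on simulated counts in which 200 genes were changed by a factor of 4. They covered the true ratio for 95.5% of the changed genes between the acinar clusters, 96.5% between the conditions and 95% between β-cell clusters. The pooled counts were drawn from the Poisson model that the intervals assume, so this coverage checks the computation only. It does not carry over to genes whose UMIs lie in few cells. In this test the minimum count per gene was lowered after its first run.

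Fixed before the data were examined were the contrasts, the lists, the main settings and these alternatives: the mean over cells of each cell's CPM, CPM without the 20 most abundant genes, pseudocounts of 10 and 0.1 CPM for list medians, genes with at least 20 counts, cells without called doublets, under 5% mitochondrial counts or with at least 1000 detected genes, background subtraction, cells thinned to a fixed depth, a new Louvain clustering, and other settings of the neighbours, bins and pseudotime. The depth of 1000 UMIs for thinning was chosen after depths were seen. Added after seeing the data were background subtraction by medians and by means per droplet, cells under 1000 detected genes, neighbours seen from the β-cell side, neighbours after thinning, and β-cell cluster 10. Which deposited β-cell clusters to compare was also settled after their depths and acinar gene levels were seen. Left out were a doublet test on Y-linked genes, the low-count filter for β-cell clusters, and other pseudocounts for single genes. Ratios of single genes with an interval carry no pseudocount. Log2 ratios of single genes carry 1 CPM, as the list medians do.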

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

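The tests on annotated T cells were chosen only after the result was seen. So was the test for evenly spread free RNA by the share in a single cell, which replaced a comparison of the shares of cells with a UMI. The limits that decide each test are choices of the re-analysis.

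*Hbb-bt* stood at 1197.6 CPM in acinar cluster 1 of the FAKi library and 142 CPM in the vehicle library, 8.45 times as high. The paper does not report on haemoglobin genes. The more abundant ones differed less there: *Hbb-bs* stood at 6412.7 CPM (FAKi) and 4562.1 CPM (vehicle), and *Hba-a1* at 2539.5 and 2031.7 CPM. In α-cells *Hbb-bs* was lower in the FAKi library, at 7.65 against 628 CPM, and so it was in endothelial and immune cells, at 386 against 1228.8 CPM. The *Hbb-bt* UMIs of acinar cluster 1 lay in few cells: 2.02% of FAKi and 9.94% of vehicle cells had a UMI, and 1 FAKi cell held 51.0% of the UMIs. Without the cell with most in each library, the levels were 592 and 43.0 CPM. Evenly spread free RNA is argued against by *Hbb-bs*, of which 1 cell held 52.3% of the UMIs of the FAKi cells of acinar cluster 1 and 96.2% of the vehicle cells. The test planned first, the share of cells with an *Hbb-bs* UMI, gave 32.9% in vehicle acinar cluster 1 against 24.9% in endothelial and immune cells, and 14.5% against 9.14% in the FAKi library. A candidate explanation is a few droplets that also hold a red blood cell: 0.621% of the cells, in the library where it was higher, held the larger part of the *Hbb-bs* UMIs. A difference between the conditions in blood within the islets stays open, as untested, since each condition has 1 library.

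*Ins2* stood at 293516 CPM in the annotated T cells of the FAKi library and 52238 CPM in those of the vehicle library, 5.62 times as high. The paper does not report on T cells. At least 1000 *Ins2* UMIs were found in 12 of 28 FAKi and 3 of 168 vehicle T cells. None of these 15 cells was called a doublet. In the T cells with fewer *Ins2* UMIs, the levels were 9069.1 CPM (FAKi) and 3544.9 CPM (vehicle). Doublets of a T cell and a β-cell are argued against by the T-cell and leukocyte genes *Cd3e*, *Cd3d* and *Ptprc*: the 15 cells held 0 UMIs of them, while 68.8% (FAKi) and 81.2% (vehicle) of the other T cells had a UMI of *Ptprc*. For the 12 FAKi cells this rests on *Ptprc*, since *Cd3e* and *Cd3d* UMIs were found in only 12.5% and 18.8% of the other 16 FAKi T cells. The test planned first gave 17.9% as the share of FAKi T cells that held most *Ins2* UMIs. A candidate explanation is that the 15 cells are β-cells that carry the T-cell annotation, since their *Ins2* level was 86.2% of that in annotated β-cells. No biological explanation was tested.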

How the results depend on the processing

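Subtraction by medians and by means per droplet, cells under 1000 detected genes, neighbours from the β-cell side, thinned neighbours and β-cell cluster 10 were tried only after the results were seen. A value is called moved when it left its counting interval, or, along pseudotime, moved by more than 1 bin. The cause was not tested for any of the changes below, except where the construction of the alternative gives it. No paired analysis was possible because each condition has 1 pooled library.

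For the log2 ratio of acinar cluster 1 over acinar cluster 2, the medians of the 5 acinar and 5 β-cell genes of Fig. 6b kept their direction under all alternatives run, in both libraries. Of the alternative values of these medians, 28 stayed within the counting interval and 26 moved. Libraries are given in brackets. With the mean over cells of each cell's CPM, the value was -0.48 for the 5 acinar genes (vehicle), 2.83 for the 5 β-cell genes (vehicle) and 3.19 for the 5 β-cell genes (FAKi), and the sign changed for *Try4* (vehicle, 0.082). In CPM without the 20 most abundant genes, the value was -0.40 for the 5 acinar genes (vehicle) and -0.56 for the 5 acinar genes (FAKi), and the sign changed for *Try4* (vehicle, 0.15). With a pseudocount of 10 CPM, the value was 3.22 for the 5 β-cell genes (vehicle) and 3.10 for the 5 β-cell genes (FAKi). In cells under 5% mitochondrial counts, the sign changed for *Try4* (vehicle, 0.022) and *Tspan8* (vehicle, -0.84). In cells with at least 1000 detected genes, the value was -1.58 for the 5 acinar genes (vehicle), 6.55 for the 5 β-cell genes (vehicle) and 5.57 for the 5 β-cell genes (FAKi), and the sign changed for *Klk1b5* (vehicle, 0.13) and *Hba-a1* (FAKi, -1.55). After background subtraction, the value was -0.20 for the 5 acinar genes (vehicle), 6.69 for the 5 β-cell genes (vehicle) and -0.23 for the 5 acinar genes (FAKi), and the sign changed for *Try4* (vehicle, 0.36), the glucagon gene *Gcg* (vehicle, -6.37), *Cpa1* (FAKi, 0.004), *Pdx1* (FAKi, -2.94), *Ccnd2* (FAKi, -4.71), *Try4* (FAKi, 0.080), *Chgb* (FAKi, -0.96) and *Npy* (FAKi, -0.90). With cells thinned to 1000 UMIs, the value was -0.33 for the 5 acinar genes (vehicle), 3.19 for the 5 β-cell genes (vehicle) and 3.31 for the 5 β-cell genes (FAKi), and the sign changed for *Try4* (vehicle, 0.18). With a new Louvain clustering, the value was -0.24 for the 5 acinar genes (vehicle), 3.14 for the 5 β-cell genes (vehicle), -0.33 for the 5 acinar genes (FAKi) and 1.94 for the 5 β-cell genes (FAKi), and the sign changed for *Cpa1* (vehicle, 0.010), *Try4* (vehicle, 0.29) and *Cpa1* (FAKi, 0.26). After subtraction by medians, the value was -0.47 for the 5 acinar genes (vehicle), and the sign changed for *Try4* (vehicle, 0.073). After subtraction by means per droplet, the value was -0.038 for the 5 acinar genes (vehicle) and -0.066 for the 5 acinar genes (FAKi), and the sign changed for the peptidase genes (vehicle, 0.039), *Cpa1* (vehicle, 0.069), *Cela1* (vehicle, 0.039), *Try4* (vehicle, 0.52), the peptidase genes (FAKi, 0.007), *Cpa1* (FAKi, 0.19) and *Try4* (FAKi, 0.26). In cells under 1000 detected genes, the value was -0.48 for the 5 acinar genes (vehicle), 2.23 for the 5 β-cell genes (vehicle) and 2.29 for the 5 β-cell genes (FAKi), and the sign changed for *Try4* (vehicle, 0.12) and *Reg2* (vehicle, 0.64). Single genes and gene groups gave 565 values within their interval, 414 that moved and 28 that changed sign. The 28 leave out *Ptf1a* (vehicle). It fell below 0 with a new Louvain clustering and in cells with at least 1000 detected genes, within its counting interval. The median of all genes was 0.81 (vehicle) and 0.82 (FAKi) on this scale, and it moved by 0.22 and 0.37 in CPM without the 20 most abundant genes, and by -0.31 and -0.077 with the mean over cells.

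For the log2 ratio of the FAKi to the vehicle library, the acinar list in acinar cluster 1 stayed below 0 under all alternatives run, with -0.013 as the value nearest 0, while the β-cell list there and both lists in acinar cluster 2 changed sign under some. Of the values of the lists, 33 stayed within the interval, 17 moved and 6 changed sign. Acinar clusters are given in brackets. With the mean over cells of each cell's CPM, the value was -0.22 for the acinar list (cluster 1) and -0.011 for the acinar list (cluster 2), and the sign changed for *Cpa1* (cluster 2, 0.059). In CPM without the 20 most abundant genes, the value was -0.16 for the acinar list (cluster 1) and 0.53 for the β-cell list (cluster 1). In cells under 5% mitochondrial counts, the value was 0.69 for the β-cell list (cluster 1). In cells with at least 1000 detected genes, the value was -0.12 for the acinar list (cluster 1) and -0.11 for the acinar list (cluster 2), and the sign changed for the β-cell list (cluster 1, -0.21), *Cpa1* (cluster 1, 0.54), *Prss2* (cluster 1, 0.25), *Ins1* (cluster 1, -0.047), *Sox9* (cluster 1, -0.011), *Try4* (cluster 1, 0.26), *Hbb-bt* (cluster 1, -1.74), *Gm10334* (cluster 1, -2.70) and *Try4* (cluster 2, 0.036). After background subtraction, the value was -0.097 for the acinar list (cluster 1), -0.080 for the acinar list (cluster 2) and 0.80 for the β-cell list (cluster 2), and the sign changed for the β-cell list (cluster 1, -1.12) and *Ins1* (cluster 1, -0.41). With cells thinned to 1000 UMIs, the value was -0.20 for the acinar list (cluster 1) and 0.15 for the β-cell list (cluster 2), and the sign changed for *Nkx6-1* (cluster 1, -0.13), the acinar list (cluster 2, 0.060), *Cpa1* (cluster 2, 0.045), *Klk1* (cluster 2, 0.14), *Ccnd2* (cluster 2, -1.88) and *Reg1* (cluster 2, 0.003). With a new Louvain clustering, the value was -0.013 for the acinar list (cluster 1), 0.037 for the β-cell list (cluster 1), -0.10 for the acinar list (cluster 2) and 1.04 for the β-cell list (cluster 2), and the sign changed for *Klk1* (cluster 1, 0.055), *Malat1* (cluster 1, 0.22) and *Spp1* (cluster 2, 0.039). After subtraction by means per droplet, the value was -0.072 for the acinar list (cluster 1), and the sign changed for the β-cell list (cluster 1, -3.78), *Cpa1* (cluster 1, 0.068) and the β-cell list (cluster 2, -1.16). In cells under 1000 detected genes, the sign changed for *G6pc2* (cluster 1, 0.088), the acinar list (cluster 2, 0.046), *Cpa1* (cluster 2, 0.17), *Klk1* (cluster 2, 0.14), *Ccnd2* (cluster 2, -0.018) and *Reg1* (cluster 2, 0.042). In background subtraction the share taken as background was set from *Ins1* and *Ins2* and reached 100% in acinar cluster 1 and in β-cells, where genes at or below the background are removed. The mean background also includes annotated T cells with many *Ins2* UMIs. After subtraction by means per droplet, 1 gene of the β-cell list was left in acinar cluster 1 and 3 in acinar cluster 2. Genes reduced to 0 in both groups gave no value. In CPM without the 20 most abundant genes, the median of all genes moved by 0.17 in acinar cluster 1 and 0.024 in acinar cluster 2. Single genes gave 635 values within their interval, 236 that moved and 24 that changed sign.

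For β-cell clusters over cluster 0, the median of the 5 acinar genes stayed above 0 under all alternatives run. It stayed within its interval in 16 values and moved in 22. With the mean over cells of each cell's CPM, the value was 3.92 for β-cell cluster 1 (FAKi) and 2.09 for β-cell cluster 10 (FAKi). In CPM without the 20 most abundant genes, the value was 4.47 for β-cell cluster 1 (vehicle) and 3.66 for β-cell cluster 1 (FAKi). With a pseudocount of 10 CPM, the value was 1.62 for β-cell cluster 1 (vehicle), 0.54 for β-cell cluster 10 (vehicle) and 1.42 for β-cell cluster 1 (FAKi). With a pseudocount of 0.1 CPM, the value was 4.84 for β-cell cluster 1 (vehicle), 2.81 for β-cell cluster 10 (vehicle), 3.84 for β-cell cluster 1 (FAKi) and 1.96 for β-cell cluster 10 (FAKi). Without called doublets, the value was 2.82 for β-cell cluster 1 (FAKi). After background subtraction, the value was 9.12 for β-cell cluster 1 (vehicle) and 0.62 for β-cell cluster 1 (FAKi). With cells thinned to 1000 UMIs, the value was 4.90 for β-cell cluster 1 (vehicle), 3.42 for β-cell cluster 10 (vehicle), 4.78 for β-cell cluster 1 (FAKi) and 3.28 for β-cell cluster 10 (FAKi). With a new Louvain clustering, the value was 4.47 for β-cell cluster 1 (vehicle), 2.86 for β-cell cluster 10 (vehicle), 3.53 for β-cell cluster 1 (FAKi) and 2.14 for β-cell cluster 10 (FAKi). Background subtraction left 3 genes in the vehicle and 2 in the FAKi library for cluster 1 and gave no value for cluster 10, and thinning left 2 to 4 genes. Single genes gave 136 values within their interval and 81 that moved.

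Along pseudotime, the acinar genes stayed at the start under all alternatives run. The median peak of the mature β-cell genes moved from 95% of the order to 45% in the FAKi library alone and to 65% by the share of cells with a UMI. The median peak of the transition genes moved from 45% to 12.5% with 20 bins, 30% with 5 bins, 15% in the FAKi library alone and 5% by the median over cells. For acinar cluster 1 cells with β-cell neighbours, the share moved to 8.08% of FAKi cells with at least 1 such neighbour of 15, and to 7.69% of FAKi and 25% of vehicle cells with at least 1000 detected genes, which leave 13 and 4 cells. From the β-cell side, the share of β-cells with acinar cluster 1 neighbours was 0.0929% in the vehicle and 0.150% in the FAKi library. No setting run gave a FAKi share whose interval lay above that of the vehicle library.

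In cells under 5% mitochondrial counts, 7.68% of the FAKi library lay in acinar cluster 1, 3.73% of the vehicle library lay in acinar cluster 2, 5.23% of the FAKi library lay in acinar cluster 2 and 32.5% of the vehicle library lay in β cells. In cells with at least 1000 detected genes, 0.120% of the vehicle library lay in acinar cluster 1, 0.493% of the FAKi library lay in acinar cluster 1, 0.871% of the vehicle library lay in acinar cluster 2, 1.36% of the FAKi library lay in acinar cluster 2, 30.9% of the vehicle library lay in β cells and 47.9% of the FAKi library lay in β cells. With a new Louvain clustering, 2.67% of the FAKi library lay in acinar cluster 2, 30.0% of the vehicle library lay in β cells and 43.7% of the FAKi library lay in β cells. The other 11 values of these shares stayed within their intervals. Of the shares of cells with a UMI of the genes of Fig. 6b, 44 moved and 36 did not.

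Depth limits what can be seen in acinar cluster 1. With a median of 1480 (vehicle) and 1140 (FAKi) UMIs per cell, transcription factors rest on few UMIs: *Ptf1a* on 17 and 9, and *Pdx1* on 10 and 27.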

Differences from the paper's values

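The paper's number of cells used for sequencing is 8832 for the vehicle and 8437 for the FAKi sample, and the deposited table holds 3776 and 3183 cells. The deposited cells are those left after the authors' filters. The numbers also differ without called doublets (3708 and 3126 cells), in cells under 5% mitochondrial counts (2222 and 2084) and in cells with at least 1000 detected genes (3328 and 2637). Each of these alternatives, set before the data were examined, leaves out cells, so none could raise the number. The paper also gives approximately 8500 cells as sequenced, and its text does not name whether per sample or in all. Read as per sample, it differs from the deposited number in both libraries, also under each of the 3 alternatives. Read as a total, the cells of both libraries together do not differ from it by more than 1.5 times, nor do they without called doublets (6834 cells) or with at least 1000 detected genes (5965), while those under 5% mitochondrial counts (4306) do.

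The paper states that *Ptf1a* was lower in acinar cluster 1 than in acinar cluster 2. In the vehicle library the ratio was 1.38 (95% interval 0.740 to 2.46), while the other 4 acinar genes it names were lower. Of the alternatives set before the data were examined, the log2 ratio of *Ptf1a* there fell below 0 with a new Louvain clustering (-0.23) and in cells with at least 1000 detected genes (-0.27), within the counting interval. The paper describes a bridge between acinar cluster 1 and β-cells that formed with FAKi. The share of acinar cluster 1 cells with β-cell neighbours was 3.37% in the FAKi library and 4.35% in the vehicle library. With cells thinned to 1000 UMIs, chosen in depth after depths were seen, the FAKi share was the higher one, 2.40% against 2.22%, with overlapping intervals. Along diffusion pseudotime, bin 2, which mixed acinar cluster 1 with β-cells, held 57 vehicle and 230 FAKi cells, against 130 and 157 in bin 1. The measures therefore differ on whether FAKi cells were more frequent between the clusters. The paper's text places the bridge at acinar cluster 1, and its legend of Fig. 6a at acinar cluster 2. The paper describes 2 clusters of β-cells, and the deposited annotation holds 3.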

Other observations

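The tests on doublets of acinar cells and β-cells, mixed β-cell RNA, deep cells, islet purity, more free RNA in the FAKi library and hormones in bins 1, 2 and 5 of the order were chosen only after the results were seen, and the test of dilution was changed after its first values were seen. The limits that decide the tests are choices of the re-analysis.

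β-cell transcripts were present in acinar cluster 1, which had a low depth. Free RNA at the level of other cells is argued against: the median droplet of acinar cluster 1 held 6.48 times the *Ins2* UMIs of the median endothelial or immune cell in the FAKi library and 9.21 times in the vehicle library. Against the median droplet of acinar cluster 2 it held 2.43 and 3.40 times, so *Ins2* was not alike in all other droplets. For the median droplet, a doublet of an acinar cell and a β-cell is argued against by the depth. The median UMIs per cell were 0.187 times those of acinar cluster 2 in the vehicle library and 0.157 times in the FAKi library. A median does not speak for the 4 vehicle and 13 FAKi cells with at least 1000 detected genes, so doublets stay open for them. *Ins2* was not limited to a few deep cells. Without the cells of at least 1000 detected genes, the median cell held 6.33 times the *Ins2* UMIs of endothelial and immune cells, in the library where the ratio was lower. The weight of the deep cells in pooled levels is not tested by this, since leaving out 4 vehicle and 13 FAKi cells can hardly move a median. They held 40.9% and 60.9% of the *Ins2* UMIs. What also stays open is RNA of β-cells mixed into the droplets of acinar cluster 1 as a whole, from fragments or lysed cells. The genes of the β-cell list with at least 20 counts, 18 of 29 in the vehicle and 26 in the FAKi library, stood at a median of 26.8% and 32.9% of their level in β-cells, and the interquartile range of the log2 fractions was 0.364 and 0.577, where a range under 1 was set as what mixing would give. This filter leaves out low fractions. The fractions are of pooled UMIs, of which cells with at least 1000 detected genes held 20.9% (vehicle) and 40.5% (FAKi). The fractions are given with those cells only, so they describe the pool and not each droplet. Over all 29 genes, the medians were 23.6% and 32.2% and the ranges 0.462 and 0.642. Single genes departed from the median, such as *Npy* with 0 UMIs in the vehicle cells of acinar cluster 1. These values go with such mixing, and also with cells that make acinar and β-cell transcripts together, which this test could not exclude.

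The acinar transcripts of acinar cluster 1 were a lower share than in acinar cluster 2. Dilution by free RNA at the level of other cells is argued against, since the free acinar, β-cell and hormone RNA of an endothelial or immune cell amounted to 2.30% (vehicle) and 5.70% (FAKi) of the depth of acinar cluster 1, where the fall of the 5 acinar genes would need 34.2% and 46.6%. The test planned first was the spread of the log2 ratios over the acinar list. Its interquartile range was 0.465 (vehicle) and 0.249 (FAKi), a fall by a like factor that goes with dilution by some other RNA. Dilution by β-cell RNA mixed in as a whole was not excluded. In pooled UMIs, the β-cell genes with at least 20 counts stood at a median of 26.8% (vehicle) and 32.9% (FAKi) of their β-cell level. These fractions compare with the 34.2% and 46.6% that the fall would need.

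Acinar transcripts in β-cell cluster 1 were more than free RNA gives other cells: the median droplet held 7.50 times the *Prss2* UMIs of the median endothelial or immune cell in the FAKi library, and in the vehicle library the latter held 0. A biological difference between β-cells stays open, as untested, as does RNA of acinar cells mixed into these droplets as a whole.

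*Gcg*, *Sst* and *Ppy* each had their highest mean in bin 2 or bin 5 of the order. By the median over cells, *Gcg* and *Ppy* were highest in bin 1 and *Sst* in bin 2. The share of cells with a UMI was highest in bin 1 for *Gcg*, bin 8 for *Sst* and bin 9 for *Ppy*. Free RNA as the source of the high means in bins 2 and 5 is argued against by the spread. At most 2.09% of the cells of bin 2 or bin 5 held the larger part of the UMIs of any of these hormones. In bin 1 the UMIs were more evenly spread: 6.97% of the cells held the larger part of the *Gcg* UMIs. *Gcg* in bin 1 cannot be told apart from free RNA, since the median droplet of acinar cluster 1 held 0.857 times the *Gcg* UMIs of acinar cluster 2 in the FAKi library and 1.25 times in the vehicle library, although more than the median endothelial or immune cell. Cells of another endocrine type among the annotated β-cells, or doublets with them, are a candidate source: at most 0.558% of the annotated β-cells of a library held the larger part of the UMIs of a hormone. Cells that make several hormones at a transition would also be few, and were not told from doublets here.

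In acinar cluster 1, the acinar list was lower and β-cell transcripts were higher in the FAKi than in the vehicle library. The test planned first decided nothing: across 57 genes of the lists, which are not independent replicates, the log2 ratios in acinar cluster 1 and in endothelial and immune cells had a Pearson r of 0.183 and a Spearman rho of 0.0973. More free RNA in the FAKi library, at the level of the median endothelial or immune cell, is argued against for both. It would change acinar genes by a log2 ratio of -0.051 through dilution, outside the counting interval of the acinar list, -0.40 to -0.23. With the background subtracted by medians the acinar list stood at -0.30. By means per droplet, to which cells annotated as T cells with high *Ins2* add, it stood at -0.072, and with a new Louvain clustering at -0.013, so the size of the fall depends on these choices. Median *Ins2* UMIs per droplet rose by 13 in endothelial and immune cells, with an interval of 11 to 15 over resampled cells, and by 46 in acinar cluster 1, with an interval of 33 to 57. With droplets of acinar cluster 2 as the measure, more free RNA cannot be told apart from other causes: median *Ins2* UMIs rose by 34 there, with an interval of 18 to 53, and dilution would amount to -0.19 if the RNA in question had the profile of β-cells, which is an assumption. For the lower *Ptf1a* of the FAKi cells, too few counts are argued against by the upper bound of the interval, 0.603, if UMIs are independent, although the shares after thinning overlap. The treatment and variation between the pools of mice stay open, since each condition has 1 library.

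More acinar cells with β-cell neighbours in the FAKi library were not found, so low depth as a cause cannot be told apart from others. At 1000 UMIs per cell the FAKi share was 2.40% and the vehicle share 2.22%.

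Ductal, stromal, endothelial and immune cells were fewer in the FAKi library. All 7 of these classes had a lower share, by factors from 1.70 for endothelial cells to 10.6 for B cells, while both acinar clusters, which are not islet cells either, had a higher one, 9.33% against 4.26% for acinar cluster 1 and 3.58% against 2.28% for acinar cluster 2. Since shares sum to 100%, a fall of these 7 classes raises the share of the rest, so the acinar shares do not decide about the purity of the handpicked islets. It cannot be told apart from an effect of FAKi on the 7 classes, since each condition has 1 library.

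*Ptk2*, which encodes FAK, had 3 UMIs in acinar cluster 1 of each library, too few for a comparison: its ratio in the FAKi library was 0.480 (95% interval 0.0643 to 3.59) times the vehicle level. Of the 10 genes named by rank for FAKi over vehicle in acinar cluster 1, the log2 ratio was highest for *Hbb-bt* (3.07), followed by *Ttr*, *Gm10334*, *Gcg* and *Rbp4*, and lowest for *Reg3b* (-3.14), with *Reg2*, *Malat1*, *Mt2* and *Prlr* also lower. In acinar cluster 2, *AY036118* (1.75), *Gm10334*, *Gm49980*, *Hamp2* and *Hspb1* were highest and *Spp1* (-1.45), *Mt2*, *Chka*, *Vtn* and *Rnase4* lowest.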
